# Epithelial EP4 plays an essential role in maintaining homeostasis in colon

**DOI:** 10.1038/s41598-019-51639-2

**Published:** 2019-10-23

**Authors:** Yoshihide Matsumoto, Yuki Nakanishi, Takuto Yoshioka, Yuichi Yamaga, Tomonori Masuda, Yuichi Fukunaga, Makoto Sono, Takaaki Yoshikawa, Munemasa Nagao, Osamu Araki, Satoshi Ogawa, Norihiro Goto, Yukiko Hiramatsu, Richard M. Breyer, Akihisa Fukuda, Hiroshi Seno

**Keywords:** Ulcerative colitis, Experimental models of disease, Chronic inflammation

## Abstract

Colonic epithelial cells comprise the mucosal barrier, and their dysfunction promotes microbial invasion from the gut lumen and induces the development of intestinal inflammation. The EP4 receptor is known to mediate the protective effect of prostaglandin (PG) E_2_ in the gastrointestinal tract; however, the exact role of epithelial EP4 in intestinal pathophysiology remains unknown. In the present study, we aimed to investigate the role of epithelial EP4 in maintaining colonic homeostasis by characterizing the intestinal epithelial cell-specific *EP4* knockout (*EP4* cKO) mice. Mice harboring the epithelial EP4 deletion showed significantly lower colonic crypt depth and lower numbers of secretory cell lineages, as well as impaired epithelial cells in the colon. Interestingly, EP4-deficient colon epithelia showed a higher number of apoptotic cells. Consistent with the defect in mucosal barrier function of colonic epithelia and secretory cell lineages, *EP4* cKO colon stroma showed enhanced immune cell infiltration, which was accompanied by increased production of inflammatory cytokines. Furthermore, EP4-deficient colons were susceptible to dextran sulfate sodium (DSS)-induced colitis. Our study is the first to demonstrate that epithelial EP4 loss resulted in potential “inflammatory” status under physiological conditions. These findings provided insights into the crucial role of epithelial PGE_2_/EP4 axis in maintaining intestinal homeostasis.

## Introduction

Intestinal homeostasis is regulated by the cross-talk between epithelial cells and stromal cells, including immune cells, fibroblasts, and vascular cells, which occurs concomitantly with the interactions between dietary nutrients and microorganisms. Prostaglandin (PG) E_2_ is one of the key mediators in complicated cross-talk in intestinal homeostasis. PGE_2_ is synthesized by cyclooxygenase 1 and 2 and acts by binding to four PGE receptors (EP1, EP2, EP3, and EP4). Among these EP receptors, EP4 is known to be expressed in both colonic epithelial cells^1^ and in lamina propria cells, such as TH17 cells^2^ and naive CD4^+^ T cells^3^.

PGE_2_ plays a pivotal role in colonic pathophysiology, such as inflammation and cancer^4–8^. Indeed, multiple researchers reported the protective roles of PGE_2_ and EP4 in mouse experimental colitis or human inflammatory bowel diseases (IBDs)^9,10^. For example, EP4 global knockout (KO) mice showed the more severe dextran sulfate sodium (DSS)-induced colitis relative to mice deficient for other EP receptor subtypes^9^. Administration with EP4 agonists was reported to ameliorate colitis in mouse experimental models by inhibiting the production of inflammatory cytokines from infiltrating immune cells^9^. Results of a phase 2 clinical trial of an EP4-selective agonist demonstrated its potential beneficial effect for ulcerative colitis patients^10^. However, while PGE_2_/EP4 signaling is known to affect many cell types, including both epithelial and stromal cells, to regulate the immune system in a pleiotropic manner, these previous studies have not clarified the role of epithelial cell-specific function of EP4 for the maintenance of colonic homeostasis under physiological conditions. Whether epithelial EP4 itself is involved in the repression of the intestinal inflammation, such as IBD, has not yet been explored. Here, we examined the colonic mucosa of epithelial cell-specific *EP4* knockout (*EP4* cKO) mice and showed that the lack of epithelial EP4 leads to alterations in intestinal crypt architecture and causes the inflammatory phenotype under both physiological and pathological conditions.

## Results

### Epithelial-specific deletion of EP4 impairs colon homeostasis

Consistent with the previous reports, nearly ubiquitous expression of EP4 was observed throughout both small intestine and colon with enrichment on surface tips^1,11^ (Supplementary Fig. S1A). To elucidate the role of epithelial EP4 in maintaining homeostasis of the colonic epithelium, we crossed *Villin-Cre* and *EP4*^*flox/flox*^ mice to generate *Villin-Cre; EP4*^*flox/flox*^ mice (*EP4* cKO) (Fig. 1A)^12^. Colonic epithelia were isolated from *EP4* cKO mice, and EP4 deletion was confirmed by qRT-PCR (Fig. 1B,C). *EP4* cKO mice were fertile, and their lifespans were comparable to control *Villin-Cre* mice. In addition, *EP4* cKO mice were macroscopically indistinguishable from *Villin-Cre* mice in terms of body weight and colon length (Supplementary Fig. S1B–D). However, in histology, the depths of crypts in the distal colon were significantly lower in *EP4* cKO mice than those in control *Villin-Cre* mice (Fig. 1D,E). Furthermore, the surface epithelial cells located at the top of crypts were smaller, irregular, and more disorganized in *EP4* cKO mice compared to those in control mice (Fig. 1D,F). PGE_2_ coupled to EP4 receptors stimulates cAMP-dependent mucin exocytosis in the colon^13,14^. Therefore, we next examined the effect of epithelial EP4 deletion on secretory cell lineages in the colonic epithelium. Interestingly, results of Alcian Blue staining showed that the number of goblet cells was approximately 50% lower in *EP4* cKO mice relative to that in control mice (Fig. 1G,H). *EP4* cKO mice were found to have a significantly lower number of colonic epithelial cells expressing *Muc2* (Fig. 1I,J). In addition, the numbers of enteroendocrine and tuft cells were significantly lower in *EP4* cKO mice based on immunohistochemistry results for chromogranin A and Dclk1, respectively (Fig. 1K–N). Consistent with the above results, qRT-PCR analyses indicated downregulated expression levels of *Chromogranin A* and *Dclk1* in *EP4* cKO colons (Fig. 1L,N). Collectively, these phenotypes suggested the crucial role of epithelial EP4 in maintaining crypt structure and secretory cell lineages in the colon.

**Figure 1:**
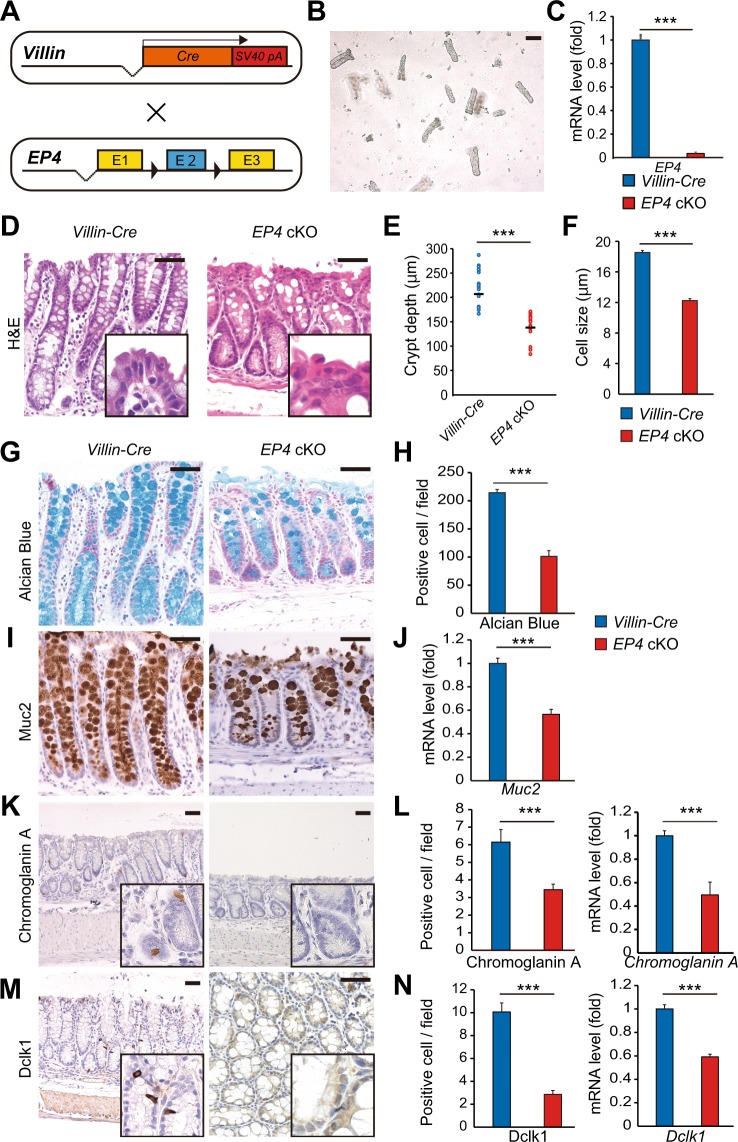
Colon homeostasis is impaired in epithelial EP4-deficient mouse. (**A**) Schema of recombination in *Villin-Cre; EP4*^*flox/flox*^ mice. (**B**) Representative microscopic view of isolated crypts. Scale bars = 100 μm. (**C**) qRT-PCR analysis of *EP4* mRNA levels in *Villin-Cre* (n = 5) and *EP4* cKO (n = 5) colon crypts from the mice at 8 weeks of age. (**D**) Hematoxylin and eosin (**H**,**E**) staining of colon for *Villin-Cre* and *EP4* cKO mice. Scale bars = 50 μm. (**E**) Crypt length in *Villin-Cre* and *EP4* cKO mouse colons (n = 4). (**F**) Cell size of colonic epithelial cells located in the top of colon crypts in *Villin-Cre* and *EP4* cKO mice (n = 3). (**G**,**H**) Alcian Blue staining and quantification in the colons from *Villin-Cre* and *EP4* cKO mice at 8 weeks of age (n = 3). Scale bars = 50 μm. (**I**) Muc2 staining of colons in *Villin-Cre* and *EP4* cKO mice at 8 weeks of age. Scale bars = 50 μm. (**J**) qRT-PCR analysis of *Muc2* mRNA levels in *Villin-Cre* and *EP4* cKO mice (n = 5). (**K**) Chromogranin A staining of colon in *Villin-Cre* and *EP4* cKO mice at 8 weeks of age. Scale bars = 50 μm. (**L**) Quantification of (**K**) (n = 3) and mRNA expression levels of *Chromogranin A* in *Villin-Cre* and *EP4* cKO mice (n = 4) analyzed by qRT-PCR on colon crypts. (**M**) Dclk1 staining of colon in *Villin-Cre* and *EP4* cKO mice at 8 weeks of age. Scale bars = 50 μm. (**N**) Quantification of (**M**) (n = 3) and mRNA expression levels of *Dclk1* in *Villin-Cre* and *EP4* cKO colon crypts (n = 4) analyzed by qRT-PCR. Results are shown as mean ± SEM. ***P < 0.005.

### EP4 deficiency increases colonic epithelial cell death

To determine the underlying mechanisms by which epithelial EP4 loss impaired colonic homeostasis, we next examined apoptosis and proliferation status of *EP4* cKO colon epithelia. Interestingly, immunohistochemistry for cleaved caspase 3 demonstrated an increase in the number of apoptotic cells, especially on the luminal surface of the colonic epithelium in *EP4* cKO mice (Fig. 2A,B). Furthermore, results of TUNEL staining and single-stranded DNA staining showed a marked increase in the number of apoptotic cell as in the case of cleaved caspase 3 (Fig. 2A,B). Importantly, mRNA expression levels of apoptosis-associated genes, including *Bak*, *Bid*, *Bim*, and *Bax*, were significantly upregulated, whereas that of an anti-apoptotic factor *Bcl-2* was downregulated in *EP4* cKO mouse colons (Fig. 2C,D). Consistent with the observed changes in apoptosis-associated genes and their roles in a mitochondrial cytochrome c-mediated cell apoptosis pathway, electron microscopy analyses revealed fewer and denatured mitochondria and irregular apical cell surface and abnormal cell polarity in *EP4*-deficient colonic epithelia (Fig. 2E). On the other hand, Ki67 staining revealed that proliferation was not significantly altered in *EP4* cKO mouse colons (Supplementary Fig. S2A,B). Consistent with this result, we observed no significant differences in the immunostainings for β-catenin that play pivotal roles in epithelial proliferation in the intestines and the expression levels of *Myc* (encoding c-Myc) and *Ccnd1* (encoding Cyclin D1), representative target genes of Wnt/β-catenin pathway (Supplementary Fig. S2C,D). These results also keep in line with the findings that there was no significant difference between *Villin-Cre* and *EP4* cKO mice in the expression of *Lgr5* and *Sox9*, well-established markers for intestinal stem cells (ISCs) or progenitor cells and also known as Wnt/β-catenin targets (Supplementary Fig. S2D). These results indicated the importance of epithelial EP4 for crypt cell survival but not for proliferation in colonic epithelia.

**Figure 2:**
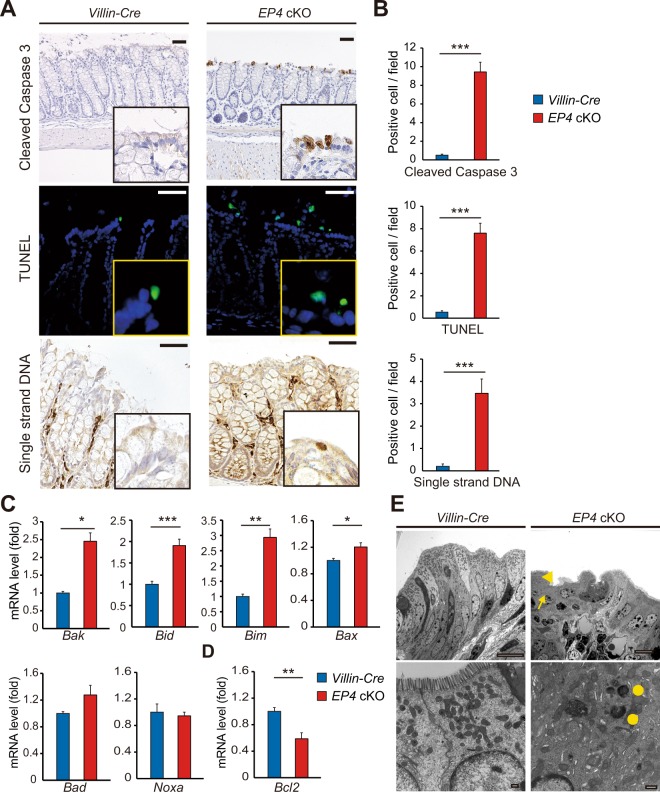
Increased apoptosis in *EP4* cKO colons. (**A**,**B**) Staining (**A**) and quantification (**B**) of Cleaved Caspase 3 (top), TUNEL (middle), and Single strand DNA staining (bottom) in *Villin-Cre* and *EP4* cKO colons (n = 3). Scale bars = 50 μm. (**C**) mRNA expression levels of apoptotic markers in *Villin-Cre* and *EP4* cKO colon crypts (n = 4) analyzed by qRT-PCR. (**D**) mRNA expression levels of an anti-apoptotic factor *Bcl-2* in *Villin-Cre* and *EP4* colon crypts (n = 4) analyzed by qRT-PCR. (**E**) Representative electron microscopic views of surface epithelial cells in *Villin-Cre* and *EP4* cKO colons. Irregular apical cell surface (arrowhead), abnormal cell polarity, fewer mitochondria (arrow), and denatured mitochondria (circles) in *EP4* cKO colons. Scale bars = 10 μm (top), 500 nm (bottom). Results are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.005.

To further validate the effect of EP4 deletion on epithelial cell apoptosis, we isolated WT mouse colonic epithelia and performed 3D-spheroid culture with or without administration of the EP4 antagonist, L-161,982. At 48 h after administration with the EP4 antagonist, we observed significant defects in the spheroid growth in the EP4 antagonist-treated group (Fig. 3A,B). Consistent with the findings in the *in vivo* system, the numbers of Alcian blue- (Fig. 3A,C) or Muc2-positive cells (Fig. 3D,E) representing secretory cell lineages was significantly lower in mice treated with EP4 antagonist. In addition, Cleaved caspase 3 staining showed a higher number of apoptotic cells in spheroids when treated with EP4 antagonist, whereas the number of Ki67-positive proliferating cells were not altered (Fig. 3D,E). Consistent with these results, spheroids that were generated from *EP4* cKO mouse colonic epithelia showed significantly impaired growth compared to those obtained from control *Villin-cre* mice (Fig. 3F,G). Taken together, our results clearly indicated that epithelial EP4 is required for cell survival and the maintenance of colonic epithelial cell homeostasis.

**Figure 3:**
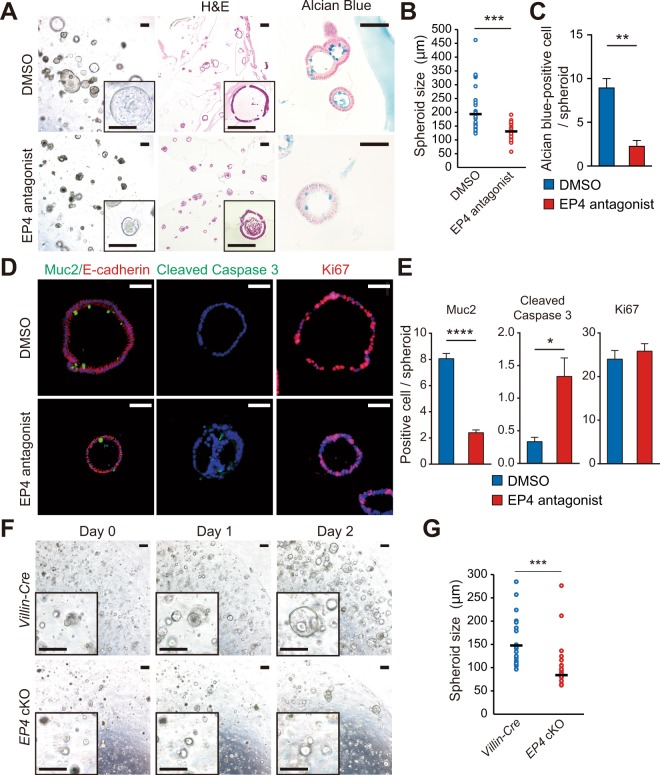
Increased apoptosis in 3D-spheroid cultures of *EP4* cKO colons. (**A**) Representative images of colon spheroids treated with or without EP4 antagonist for 48 h. 3D-culture images (left), (**H**,**E**) (middle), and Alcian blue staining (right). Scale bars = 200 μm (left, middle), 50 μm (right). (**B**) Diameter of spheroids treated with or without EP4 antagonist for 48 h (n = 29). (**C**) Quantification of Alcian blue-positive cells in (**A**) (n = 3). (**D**) Representative staining of Muc2/E-cadherin (left), Cleaved Caspase3 (middle), and Ki67 (right) on spheroids treated with or without EP4 antagonist for 48 h. Scale bars = 50 μm. (**E**) Quantification of Muc2, Cleaved Caspase 3, and Ki67 staining in (**D**) (n = 3). (**F**) Time-course images of spheroids generated from *Villin-Cre* and *EP4* cKO colon crypts. Scale bars = 200 μm. (**G**) Quantification of day 2 spheroids in (**F**) (n = 50). Results are shown as mean ± SEM. *P < 0.05, ***P < 0.005, ****P < 0.001.

### Microarray analyses indicated that deletion of epithelial EP4 enhances immune responses

To thoroughly understand the phenotype of *EP4* cKO mouse colon under physiological conditions, we performed cDNA microarray analyses to compare the gene expression profiles between control *Villin-Cre* and *EP4* cKO colon tissues. 

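RNA of whole colon from Villin-Cre control mice and from Villin-Cre; EP4flox/flox mice (EP4 cKO), in which Cre recombinase made in the intestinal epithelium removes the floxed part of Ptger4, the gene of EP4, was hybridized to Agilent mouse expression arrays with 1 colour (Cy3). There was 1 array per genotype, both on the same slide. The labels describe the RNA of each array as combined from 3 pools of colon, and the paper gives n = 3 for each genotype. With 1 array per genotype, no difference has a replicate check and no p-value is given, and every value describes these arrays only. The authors deposited the scanner intensities, processed by the scanner software (background subtracted and detrended) and not normalized between arrays. Each array held 62976 spots, of which 59305 belonged to 56605 gene probes. After spots marked as outliers on either array were left out, 56593 probes remained, of which 25683 (45.4%) were well above background on the array labelled Villin-Cre and 29177 (51.6%) on the array labelled EP4 cKO. No spot was saturated. Among 278 probes spotted 10 times, the median SD of the log2 ratio over the spots of a probe was 0.035, which covers the spots of 1 hybridization and not the mice. As in the methods of the paper, the signals were scaled to a trimmed mean of 2500, with factors of 3.45 for Villin-Cre and 2.68 for EP4 cKO, and ratios were taken as EP4 cKO over Villin-Cre. Where a probe was well above background on 1 array only, its dim side was held at the higher of its own signal and the lowest normalized signal among probes well above background (125 for Villin-Cre and 57.8 for EP4 cKO), so that its fold is a bound ("at least"). A bound that did not exceed 1 was counted as a log2 ratio of 0. A gene is represented by its probe with the highest mean signal. Over the 24734 probes well above background on both arrays, the median log2 ratio was -0.19, and it ran from -0.55 in the dimmest 10% of the probes to -0.04 in the second brightest 10% and -0.10 in the brightest. Other scalings raised this median by 0.16 (75th percentile), 0.16 (normexp with quantile normalization), 0.18 (loess on mean signal) and 0.13 (trimmed mean over all spots). Ptger4, the targeted gene, had 2 probes. The brighter had a normalized signal of 6227 on the array labelled Villin-Cre and 5661 on the array labelled EP4 cKO, a log2 ratio of -0.14, and the dimmer had 393 and 592, a log2 ratio of 0.59. Thus Ptger4 was not lower by more than 2-fold on the array labelled EP4 cKO, and the directions given for it and for all other genes rest on the labels of the arrays. The ratio of the brighter probe was 0.02 with scaling to the 75th percentile, so that its sign flipped. It moved most, to 0.92, with scaling to the E1A control spots of the arrays, a setting chosen after seeing the data. The mean of both probes was 0.23.

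**Figure D1:**
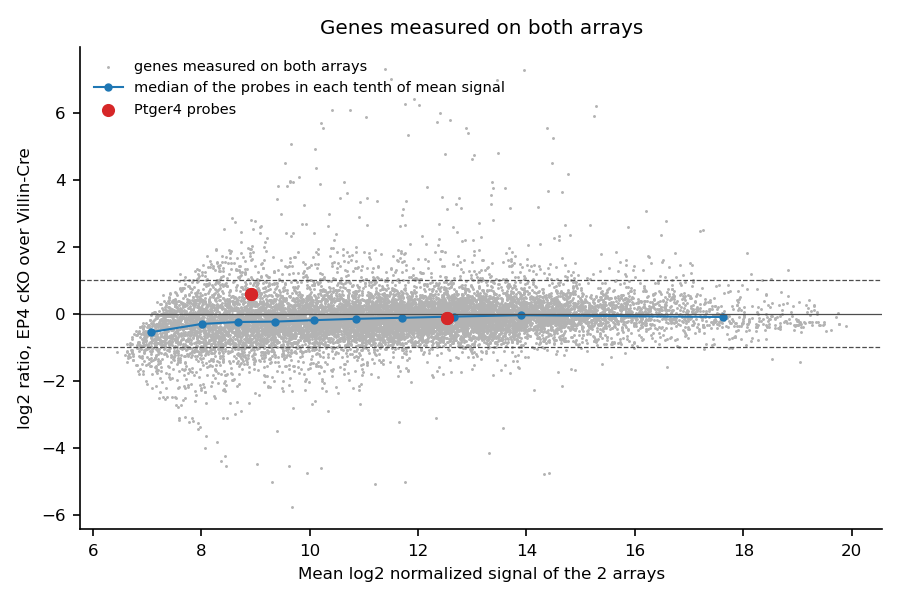
The log2 ratio of EP4 cKO over Villin-Cre (vertical axis) against the mean log2 normalized signal of both arrays (horizontal axis) for each gene measured on both arrays (grey points). The blue line joins the median log2 ratio of the probes in each 10% of mean signal, which lies below 0 throughout, red points are the Ptger4 probes at -0.14 and 0.59, and dashed lines mark a 2-fold change.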

Consistent with the increased apoptosis observed in *EP4* cKO epithelia, gene-set enrichment analysis (GSEA) revealed a significant enrichment of genes involved in apoptosis-related pathways in the *EP4* cKO colons (Fig. 4A). Furthermore, results of KEGG pathway analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) functional annotation tool showed significant enrichment of the “apoptosis” pathway in the genes dysregulated by *EP4* deletion (Fig. 4B). However, more importantly, results of KEGG pathway analysis demonstrated that inflammation-associated pathways were highly enriched and revealed more than half of the top 20 pathways related to immune response (Fig. 4B). These findings suggested that the defects in mucosal barrier function caused by elevated epithelial apoptosis and decreased secretory cell lineages led to enhanced inflammatory activity in the EP4-deficient colonic mucosa. 

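The gene sets of the paper were not used here. The mouse Reactome sets that come with the fgsea package were scored with the running-sum statistic of GSEA on genes ranked by log2 ratio, and the normalized enrichment score describes these arrays without a p-value. The median log2 ratio of each set was also placed among 10000 random lists of the same size, matched on mean signal, and a list is said to stand apart when its median lies among the highest or lowest 2.5% of them. The set Apoptosis, with 135 of its 157 genes measured, had a score of 1.88 and a median of 0.19. Regulation of Apoptosis, with 47 of 51 genes, had a score of 1.99 and a median of 0.25. Intrinsic Pathway for Apoptosis, with 34 of 42 genes, had a score of 1.60 and a median of 0.23. The medians of the first and second sets lay above all of the random lists, and that of the Intrinsic Pathway for Apoptosis at the 99.96th percentile. Of the 47 measured genes of Regulation of Apoptosis, 42 encode proteasome subunits. In the set Apoptosis, 7 genes were more than 2-fold higher and 1 was more than 2-fold lower on the array labelled EP4 cKO. The largest rises were those of the interferon-inducible proteasome genes Psmb8 (log2 ratio 3.29) and Psmb9 (3.16), followed by Tnfsf10 (2.66), Pmaip1 (1.18) and Psmb10 (1.14). The setting that moved these scores most was loess, under which Regulation of Apoptosis had 1.58 and Apoptosis 1.64. The set Regulated Necrosis had a score of 1.66 but a median of 0.00, at the 81.1th percentile.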

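The KEGG gene sets were not used here. A list of 43 core apoptosis genes, set by hand, had 40 measured genes with a median log2 ratio of 0.01, against -0.12 in the matched random lists. This lay at the 93.3th percentile, within the random lists, and above them after loess (98.5) and after normexp with quantile normalization (98.4). The genes more than 2-fold higher were Tnfsf10, Pmaip1 and Casp12, the last by a bound (log2 ratio of at least 1.05), and no gene of the list was more than 2-fold lower. Cycs rose by 0.85 and Bak1 by 0.70 on the log2 scale.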

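Lists for the immune pathways were likewise set by hand. The antigen presentation list had a median log2 ratio of 1.52 over 25 of 26 genes, of which 17 were more than 2-fold higher and none lower. The largest rises among its genes measured on both arrays were those of MHC class II genes. H2-Aa went from a normalized signal of 212 to 33550 (158-fold), Cd74 from 994 to 125911 (127-fold), H2-DMb1 from 423 to 36031 (85.3-fold), H2-Ab1 from 5025 to 298662 (59.4-fold) and H2-Eb1 from 3740 to 142982 (38.2-fold). Complement and coagulation had a median of 1.01 over 15 genes, with 8 higher, among them C2 (log2 ratio 3.37), and 3 lower. Chemokines had a median of 0.71 over 22 genes (0.32 over the 14 measured on both arrays, and -0.05 with dim probes kept at their own signal), with 8 higher and 1 lower, among them Cxcl16 (1.94) and Xcl1 (1.00, and 0.69 after normexp with quantile normalization). Genes of phagocytes and Fc receptors had a median of 0.61 over 17 genes, with Coro1a (1.53), Rac2 (1.49) and Syk (1.27) among the 5 higher. All of these medians lay above every random list. TNF signaling had a median of 0.35 over 21 genes, at the 99.97th percentile. The median of the complement list stood within the random lists when dim probes were kept at their own signal (-0.07, 93.7th percentile), and that of TNF signaling when genes had to be well above background on both arrays (-0.01, 83.9th percentile). Cytokines and their receptors (0.00 over 23 genes, 83.3th percentile) and Toll-like receptor signaling (-0.05 over 23 genes, 63.8th percentile) did not stand apart, though the former did after loess (99.2th percentile). Of the Reactome sets, the loading of MHC class I had a score of 2.44 and a median of 0.88, chemokine receptors and ligands 2.02 and 0.65 (0.11 over genes measured on both arrays, and -0.08 with dim probes kept), and the complement cascade 1.77 and 0.16 (99.4th percentile). The set of MHC class II antigen presentation, which also holds kinesin and dynein genes, had a score of 1.87 but a median of -0.18 (6.92th percentile). Toll-like receptor cascades (score 1.21, median -0.09, 54.8th percentile), Fc gamma receptor phagocytosis (1.06, 0.00, 93.0th), arachidonic acid metabolism (1.00, 0.00, 86.0th) and NOD signaling (1.03, -0.05, 63.5th) lay within the random lists. Fc gamma receptor phagocytosis and arachidonic acid metabolism stood above them after loess, at percentiles of 99.3 and 98.1, and the score of the latter was -0.69 over genes well above background on both arrays.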

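Over all 14669 genes with a value, the median log2 ratio was -0.10, and 713 genes (4.86%) were more than 2-fold higher and 1154 (7.87%) more than 2-fold lower on the array labelled EP4 cKO. By the rule for naming genes (well above background on both arrays with every such probe moving the same way), the largest rises after H2-Aa were those of Ang4 (log2 ratio 7.28) and Tgtp2 (6.99). From the apoptosis and immune pathways together, the paper proposes that a mucosal barrier weakened by epithelial apoptosis and by fewer secretory cells led to inflammatory activity in the EP4-deficient mucosa. Of the lists of secretory cell genes here, that of enteroendocrine cells was lower (median log2 ratio -0.83). Those of goblet cells (0.35) and tuft cells (0.01) were not.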

In support with this notion, results of gene ontology (GO) analyses suggested that biological processes, such as immune system process, innate immune response, defense response to virus, inflammatory response, and immune response, were enriched in *EP4* cKO mouse colons (Fig. 4C). On the other hand, microtubule-based movement, collagen fibril organization, and cell adhesion were suppressed in *EP4* cKO mouse colons (Fig. 4D). In addition, results of GSEA showed the positive enrichment of gene signatures associated with inflammatory pathways and immune reactions in *EP4* cKO mice (Fig. 4E). These pathway analyses were highly consistent with the observed skewed crypt architecture and suggested the potent inflammatory phenotype in the *EP4* cKO colon.

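The gene ontology sets were not used here. The Reactome set Innate Immune System had a median log2 ratio of 0.00 over 434 of 579 genes, at the 99.9th percentile of the random lists, and a score of 1.57. In it 33 genes were more than 2-fold higher and 21 lower, with Zbp1 (log2 ratio 3.95) the largest rise. Cytokine Signaling in Immune System, with 214 of 298 genes, had a median of 0.15, above every random list, and a score of 2.57, with 52 genes higher and 12 lower. For the defense against viruses, a list of 37 interferon-stimulated genes was set by hand. Of its 35 measured genes, 32 were more than 2-fold higher and none was lower by that much, and the median was 2.60 (1.88 over the genes measured on both arrays). Oas2 rose by 6.07, Ifit3 by 5.55, Oasl2 by 4.63 and Rsad2 from a normalized signal of 201 to 3137, whereas Isg20 fell by 0.81 on the log2 scale. The list for the inflammatory response had a median of 0.83 over 24 genes (0.55 over those measured on both arrays), with 9 higher, among them Casp4 (1.62), and 2 lower, and both hand-set lists lay above every random list.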

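The list for collagen fibril organization had a median log2 ratio of -1.69 over 16 of 29 genes, below every random list, with 11 genes more than 2-fold lower and 1 higher. After normexp with quantile normalization the median was -0.68, still below every random list. Dcn fell from a normalized signal of 6006 to 110, Tnxb from 498 to 86.7 and Col5a1 from 398 to 123, a fall within 2-fold after normexp with quantile normalization (-0.58). The Reactome set Collagen formation (42 genes) had a score of -2.01 and a median of -0.47, at the 0.01th percentile, and at the 7.31th over genes well above background on both arrays. Assembly of collagen fibrils had a score of -1.83 but a median of -0.22, with 9 of 26 genes more than 2-fold lower and 3 higher. The median stayed within the random lists (8.89th percentile), except with the mean of all probes of a gene (2.36). For microtubule-based movement, the list of motor genes had a median of -0.42 over 23 genes, at the 3.15th percentile, which is within the random lists, and at the 0.75th percentile among random lists not matched on signal. Kif1a fell by 1.56 and Dync2h1 fell by 1.17 on the log2 scale. The Reactome set Kinesins (20 genes) had a median of -0.62, at the 0.17th percentile, and a score of -1.66, with Kif26a (-2.31) and Kif11 (-1.20) among the 5 genes more than 2-fold lower. After normexp with quantile normalization the falls of Kif1a (-0.64), Dync2h1 (-0.56) and Kif11 (-0.61) were within 2-fold. The cell adhesion list had a median of -0.10 over 21 genes, at the 32.2th percentile, with 1 gene more than 2-fold lower and none higher. It lay below the random lists (median -0.66, 1.64th percentile) only when dim probes were kept at their own signal, and probes not well above background on either array then had a median log2 ratio of -1.13. The Reactome sets Integrin cell surface interactions (median 0.00, 85.1th percentile) and Cell junction organization (0.00, 91.0th) did not stand apart by their medians, and their scores were -1.78 and 1.14. In the Integrin set, 12 of 48 genes (25%) were more than 2-fold lower and 4 higher, against 7.87% lower among all genes. In Cell junction organization, 2 of 51 genes were lower and 3 higher. Cell junction organization stood above the random lists after loess (99.8th percentile). Nuclear receptors, the list for steroid hormone signaling (Fig. 4D), had a median of -0.27 over 37 genes, at the 3.72th percentile, with Nr4a2 (-1.45, and -0.92 after normexp with quantile normalization) and Nr4a1 (-1.28) among the 4 genes more than 2-fold lower. The Reactome set of nuclear receptor transcription had -0.21, at the 12.6th percentile, and a score of -1.25.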

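The Hallmark sets of Fig. 4E were not used here. In a list of 30 genes of the interferon-gamma response, 26 of 27 measured genes were more than 2-fold higher on the array labelled EP4 cKO and none was more than 2-fold lower, with a median log2 ratio of 2.95. Gbp2 rose by 5.73, Gbp3 by 5.69, Igtp by 4.73 and Irgm2 by 3.45 on the log2 scale, and the smallest rise, that of Irf8, was 0.59. The Reactome set Interferon gamma signaling had a score of 2.85 and a median of 0.95 over 80 of 114 genes, with 39 higher and 4 lower. Interferon alpha beta signaling, with 21 of 27 genes, had a score of 1.98 but a median of 0.00, at the 79.7th percentile. In it 5 genes were more than 2-fold higher, among them Socs1 (2.32), Stat2 (1.88, and 0.94 as the mean of its probes) and Irf9 (1.75), 1 was lower and 3 had only a bound held at 0. The IL6-JAK-STAT3 list had a median of 0.27 over 26 genes, at the 99.98th percentile, with Socs3 (1.69) and Il4ra (1.50) among the 4 genes higher. The Reactome set Interleukin-6 signaling, with 9 genes, had a score of 1.43 and a median of 0.15, at the 93.3th percentile.

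**Figure D2:**
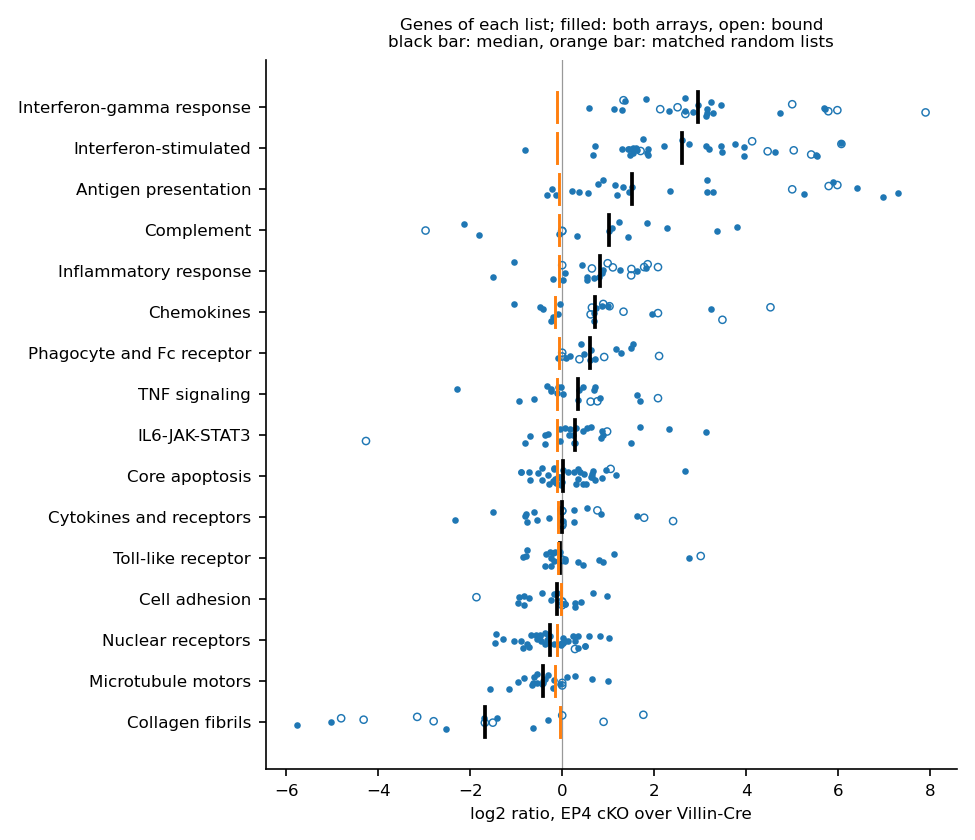
The log2 ratio of EP4 cKO over Villin-Cre (horizontal axis) of each measured gene (points, scattered vertically for legibility) of 16 lists set by hand. Filled points were measured on both arrays and open points are bounds. Black bars mark the median of each list and orange bars the median of its matched random lists. The interferon-gamma median of 2.95 and the collagen fibril median of -1.69 are the highest and lowest of these lists.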

**Figure 4:**
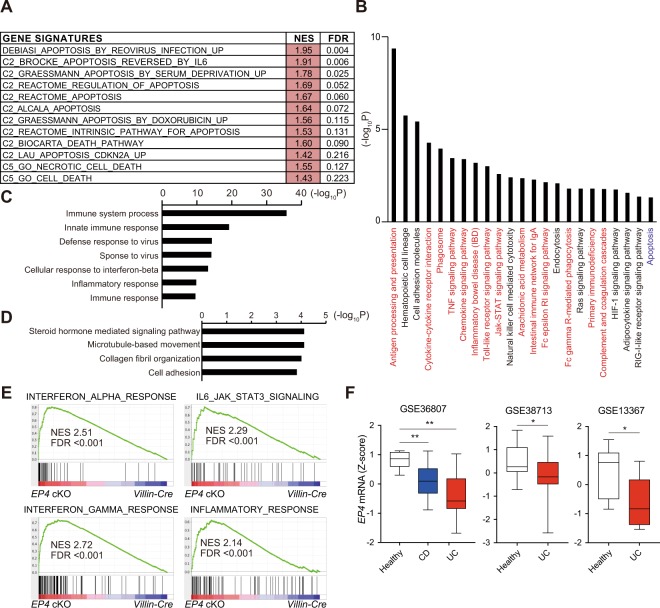
Gene expression profiling revealed the potential inflammatory status of *EP4* cKO colons. (**A**) GSEA of transcriptomic data from microarray on *EP4* cKO versus *Villin-Cre* colons. (**B**) KEGG pathways positively enriched in *EP4* cKO mouse colons analyzed with DAVID. (**C**) Biological processes (GO) positively enriched in *EP4* cKO mouse colons analyzed with DAVID. (**D**) Biological processes (GO) negatively enriched in *EP4* cKO mouse colons analyzed with DAVID. (**E**) GSEA plots of enrichment of the indicated gene signatures in *EP4* cKO versus *Villin-Cre* colons using the “Hallmarks” compilation from Molecular Signature Database (MSigDB, Broad Institute). NES, normalized enrichment score; FDR, false discovery rate. (**F**) *EP4* mRNA levels in the indicated IBD datasets. Box and whiskers graphs indicate the median and the 25th and 75th percentiles, with minimum and maximum values at the extremes of the whiskers. *P < 0.05, **P < 0.01.

To evaluate the relevance of our findings to human patients, we compared the genes that were altered by EP4 depletion to a 92 IBD-associated gene panel that was recently reported^15^. Interestingly, a total of 29 genes that showed altered expression patterns in EP4-deficient colons (log2 fold change >1) was included in the IBD-associated gene panel (Supplementary Table S2). These overlapping genes encoded the molecules such as cytokines (*Il1b, Il21, Il33*, and *Tnf*), chemokines (*Ccl4, Ccl2, Cxcl9*, and *Cxcl10*), immune cell surface or derived molecules (*Cd4, Cd86, S100a8, S100a9*, and *Nos2*), bacterial sensing-associated genes (*Nod2* and *Lcn2*), intracellular signaling molecules (*Gata3* and *Stat1*), components of the complement system (*C3* and *Cd55*), and adhesion factor (*Icam1*). 

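All 29 genes of Table S2 were looked up on the arrays, which are the arrays the list was chosen on. Of these, 28 could be given a gene name of the reference and 27 had a value, 13 of them measured on both arrays and 14 as bounds. By the signal of the brightest probe, 14 genes were more than 2-fold higher and 2 (Col1a2 and Il33) more than 2-fold lower on the array labelled EP4 cKO, and 11 lay within 2-fold. Icam1 was not well above background on either array. The count of 16 changed genes fell most, to 9, when genes had to be well above background on both arrays, and rose to 21 after loess or with dim probes kept at their own signal. It was 24 when any probe of a gene could count and dim probes were kept, a setting chosen after seeing the data that also counts probes not well above background on either array. The paper states no filter on dim probes and no choice of probe, so that 16 and 29 rest on unlike rules.

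**Figure D3:**
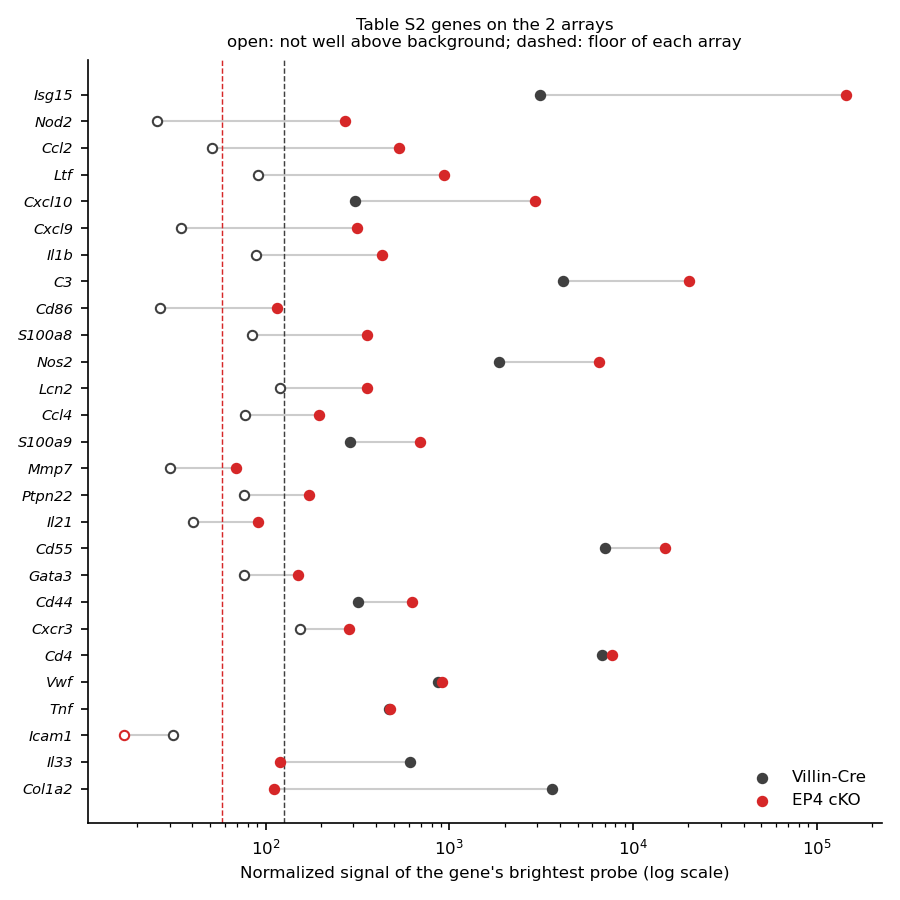
Normalized signal (horizontal axis, log scale) of 27 of the 28 Table S2 genes with a probe, on the array labelled Villin-Cre (dark) and the array labelled EP4 cKO (red). Open circles are not well above background, and dashed lines mark the lowest signal among probes well above background on each array. Isg15 rises most and Col1a2 falls most, and for 14 genes the Villin-Cre value alone is open.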

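Of the named cytokines, Il33 fell from a normalized signal of 609 to 120 (5.07-fold lower), Il1b was at least 3.44-fold higher, Tnf had 472 and 477, a log2 ratio of 0.01, and Il21 was well above background on the array labelled EP4 cKO only, with no fold above 1. A second, dimmer probe of Tnf was higher by a log2 ratio of at least 1.06, and by 2.19 with dim probes kept. Of the chemokines, Cxcl10 rose from 308 to 2915 (9.45-fold), and Ccl2 was at least 4.24-fold, Cxcl9 at least 2.52-fold and Ccl4 at least 1.56-fold higher. Of the immune cell molecules, Nos2 was 3.52-fold and S100a9 2.39-fold higher, S100a8 was at least 2.83-fold higher, Cd4 had a log2 ratio of 0.18 and Cd86 no fold above 1. A dimmer probe of Cd4 moved the other way (a log2 ratio of -1.31, as a bound). Nod2 and Lcn2 were at least 2.15-fold and 2.84-fold higher, the former within 2-fold after normexp with quantile normalization (log2 ratio 0.91). Gata3 was at least 1.19-fold higher. C3 was 4.87-fold and Cd55 2.13-fold higher. Among the genes of Table S2 that the paper does not name here, Isg15 rose from 3118 to 144026 (46.2-fold), Ltf was at least 7.51-fold higher and Col1a2 fell from 3613 to 111 (32.6-fold lower). Cd44 (1.95-fold), Cxcr3 (at least 1.86-fold), Ptpn22 (at least 1.38-fold) and Vwf (1.05-fold) did not pass 2-fold, and Mmp7 had no fold above 1.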

Consistent with the above findings, human IBD dataset analyses demonstrated significant downregulation of *EP4* mRNA expression levels in both Crohn’s disease and ulcerative colitis patient samples relative to those in the healthy controls (Fig. 4F). Taken together, EP4-deficient colons harbored genetic alterations associated with increased apoptosis and enhanced inflammatory phenotype.

### Deletion of epithelial EP4 increases immune cell infiltration in colonic stroma

To better characterize the inflammatory responses in the *EP4* cKO colon, we first examined immune cell infiltrations by immunohistochemical analysis. The numbers of F4/80^+^ macrophages and CD4^+^ T cells were higher in *EP4* cKO mouse colons, whereas numbers of CD8^+^ T cells and Gr-1^+^ neutrophils were not significantly different from those of control *Villin-Cre* mice (Fig. 5A,B). Furthermore, results of qRT-PCR analyses also showed upregulated *F4/80*, *CD4* and *CD8a* mRNA expression levels in *EP4*-deficient colons (Fig. 5C). These data suggested that deletion of EP4 in colonic epithelia affects the stroma and leads to potential inflammatory status. Consistent with this notion, mRNA expression levels of inflammatory cytokines and chemokines were elevated by the deletion of EP4 in the colonic epithelium (Fig. 5D,E).

**Figure 5:**
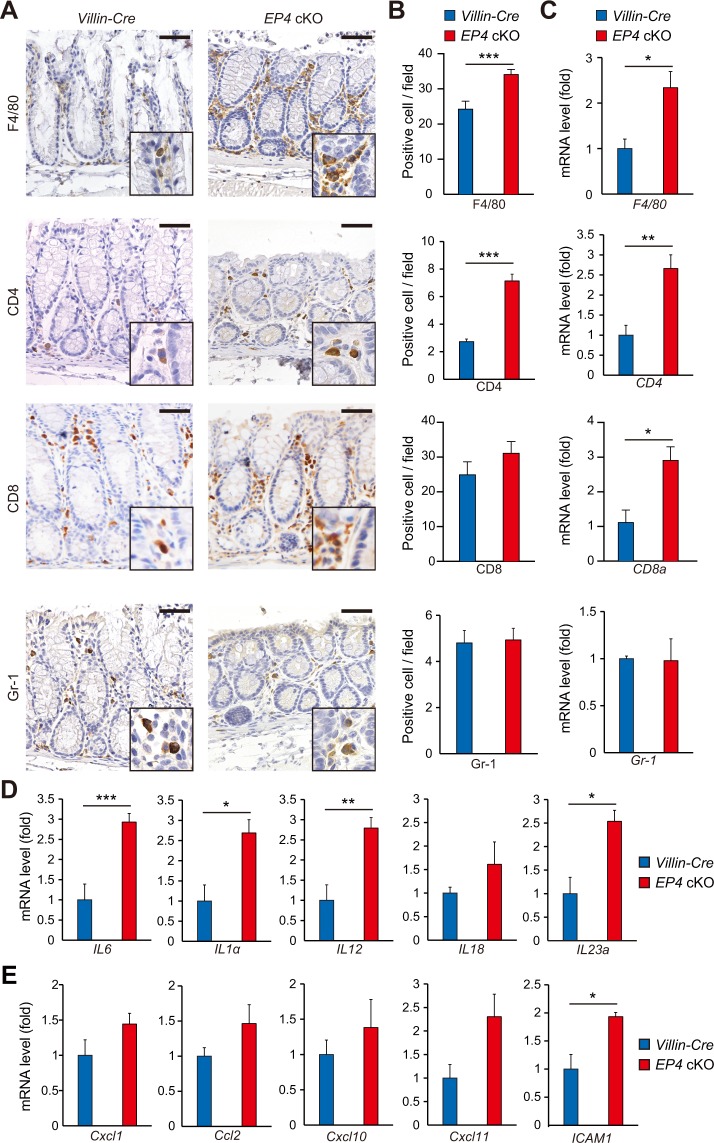
Immune cell infiltration in *EP4* cKO colons. (**A**,**B**) Staining for F4/80, CD4, CD8, and Gr-1 (**A**) in colons from *Villin-Cre* and *EP4* cKO mice, and quantification (**B**; n = 3). Scale bars = 50 μm. (**C**) mRNA expression levels of indicated genes in *Villin-Cre* and *EP4* cKO colons analyzed by qRT-PCR (n = 4). (**D**) mRNA expression levels of inflammatory cytokines in *Villin-Cre* and *EP4* cKO colons analyzed by qRT-PCR (n = 4). (**E**) mRNA expression levels of chemokines in *Villin-Cre* and *EP4* cKO colons analyzed by qRT-PCR (n = 4). Results are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.005.

### Epithelial EP4 deficiency exacerbates DSS-induced colitis

Given the potential inflammatory status of the *EP4* cKO colon, we next examined a DSS-induced colitis model. To induce colitis, mice were administered with 2% DSS for 7 days and subsequently analyzed by colonoscopy, followed by macroscopic and histological analyses (Fig. 6A). *EP4* cKO mice developed bloody stools after 5 days of DSS treatment (Fig. 6B). Thereafter, most DSS-treated *EP4* cKO mice presented gross bleeding, whereas hemoccult was the most severe condition observed in control *Villin-Cre* mice treated with DSS (Fig. 6C). Results of mouse colonoscopy demonstrated multiple erosions or ulcers in DSS-treated *EP4* cKO mouse colons (Fig. 6D). On day 7, macroscopic examination of the dissected colons showed that colon lengths were significantly shorter in *EP4* cKO mice (Fig. 6E,F). Histologically, *EP4* cKO mouse colons displayed more severe epithelial destruction and extensive intestinal ulceration relative to control *Villin-Cre* mouse colons (Fig. 6G). Furthermore, histological injury scores were higher in all parts of *EP4* cKO colons (Fig. 6H). Infiltration with inflammatory cells, especially F4/80-positive macrophages and CD8-positive T cells, was more prominent in *EP4* cKO mice (Fig. 6I,J). Thus, in addition to the potential inflammatory status under physiological conditions, *EP4* cKO mice were susceptible to DSS administration and developed severe colitis.

**Figure 6:**
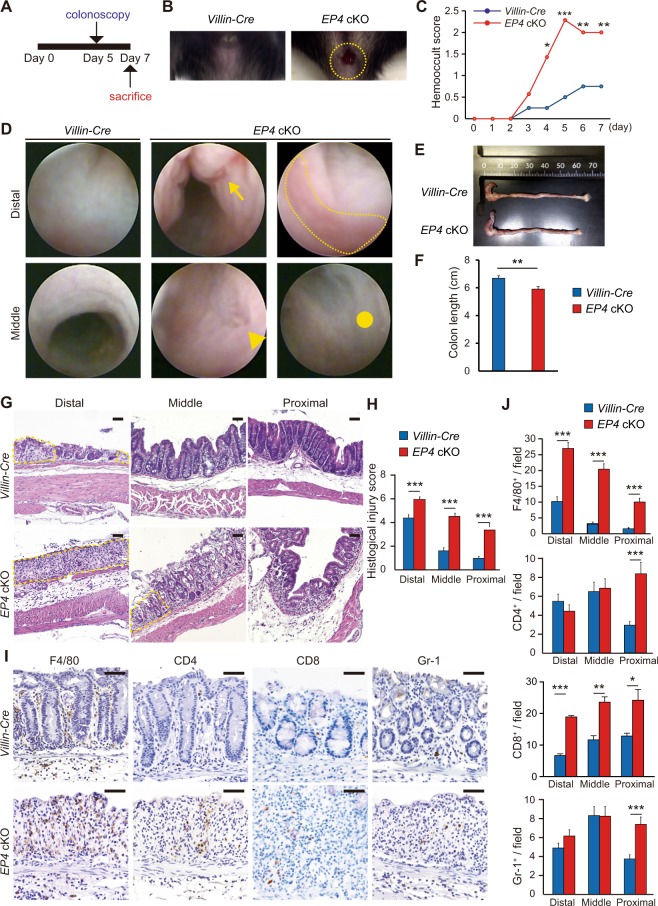
Inflammation was severely exacerbated in *EP4* cKO mice in DSS-colitis model. (**A**) Strategy of experimental colitis with 2% DSS treatment. (**B**) Representative macroscopic views of the mouse anus at day 5 after starting DSS treatment. Yellow dashed circle denotes the active bleeding of *EP4* cKO mice. (**C**) Hemooccult score at indicated time points in *Villin-Cre* (n = 8) and *EP4* cKO mice (n = 7). (**D**) Colonoscopic images of distal or middle colons from *Villin-Cre* and *EP4* cKO mice. Arrow denotes longitudinal erosion, arrowhead denotes ulcer, dotted line outlines inflammatory mucosa, and circle marks fibrotic region. (**E**,**F**) Representative macroscopic image (**E**) and length (**F**) of the colon from *Villin-Cre* and *EP4* cKO mice at day 7 after starting DSS treatment. (n: *Villin-Cre* = 8 and *EP4* cKO mice = 7). (**G**) H&E staining of colons from *Villin-Cre* and *EP4* cKO mice at day 7 after starting DSS treatment. Dotted line outlines ulcerations. Scale bars = 50 μm. (**H**) Histlogical injury scores in *Villin-Cre* (n = 8) and *EP4* cKO mice (n = 7) at day 7 after starting DSS treatment. (**I**,**J**) Staining (**I**) for F4/80, CD4, CD8, and Gr-1 of colons in *Villin-Cre* and *EP4* cKO mice at day 7 after starting DSS treatment, and quantification (**J**). Scale bars = 50 μm. (n: *Villin-Cre* = 8 and *EP4* cKO mice = 7). Results are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.005.

## Discussion

Our current findings demonstrated that intestinal epithelium-specific EP4 deletion led to a skewed crypt architecture and increased apoptosis of colonic epithelial cells, leading to a potential inflammatory phenotype that is associated with higher susceptibility to experimental colitis. These results shed light on the pivotal function of epithelial EP4 in maintaining colonic homeostasis and in suppressing the development of inflammation.

We observed no gross alterations in the appearance of intestines between control *Villin-Cre* and *EP4* cKO mice; however, the depth of crypts in the distal colon was significantly lower in *EP4* cKO mice. The intestinal epithelium is characterized by its rapid cell turnover, and equilibrium is maintained between proliferation of crypt cells and apoptosis of surface epithelial cells. In the present study, the deletion of epithelial EP4 did not affect cell proliferation in the colonic crypt. Consistent with this, factors that regulate crypt cell proliferation, such as β-catenin, c-Myc, and cyclin D1, showed no significant changes in mRNA expression levels or protein localization. These findings also keep in line with that there was no significant alteration (although slight decrease was observed in the case of *Lgr5*) in the expressions of ISC markers such as *Lgr5* and *Sox9* between EP4-deficient and -sufficient colons. However, since there is a gradient in EP4 expression in intestinal epithelium with more enrichment in surface tip than crypt bottom as we and others showed^1,11^, the loss of epithelial EP4 could affect more on upper part of crypt than the stem cell zone. Given that *Villin-cre* mouse line is an adequate model only to investigate epithelial cell biology, further studies with the selective inactivation of EP4 in stem or progenitor cell population using an ISC-specific Cre mouse targeting such as *Lgr5* and *Sox9* would be necessary to robustly understand the role of EP4 in ISC functions. While proliferation was not changed, the number of apoptotic cells was significantly higher in the surface epithelial cells of EP4-deficient colons. This could be explained by alterations in the mitochondrial cytochrome c-mediated cell apoptosis pathway induced by the deletion of epithelial EP4 and suggested that EP4 is required to suppress this pathway, although the detailed mechanisms by which EP4 regulates this pathway remain to be explored. Furthermore, our findings suggested that increased cell apoptosis can lead to crypt shortening, even with preserved cell proliferation potential in *EP4* cKO mice. This notion is supported by our spheroid experiments showing that treatment with an EP4 antagonist did not affect spheroid proliferation but increased the rate of apoptosis, resulting in impaired spheroid growth.

The other finding of our *in vivo* and *ex vivo* models is that epithelial-EP4 loss leads to the reduction in the numbers of secretory cell lineages including goblet, tuft, and enteroendocrine cells. Secretory cells are central to control intestinal biology, and their dysfunction leads to the pathological conditions such as inflammation. Mucus, secreted by goblet cells, forms layers that separates the bulk of the luminal contents from the intestinal epithelium, whereas intestinal tuft cells regulate a type-2 immune reaction in a response to IL13 secreted by ILC2s^16^. Consistent with our results, recent report demonstrated the importance of PGE_2_/EP4 axis in mucin secretion from goblet cells in response to IL13^17^. Mechanistically, binding of PGE_2_ to EP4 receptors stimulates cAMP-dependent exocytosis in the colon. Moreover, PGE_2_ induced cAMP response element-binding protein/ATF1 phosphorylation, which further activates Muc2 transcription in colon epithelial cells^18^. On the other hand, PGE_2_/Cox2/Dclk1 axis is shown to be an important mediator of tuft cell function under bacterial-induced colitis by enhancing epithelial repair responses^19^. We here proposed the new underlying mechanism whereby PGE_2_/EP4 regulates secretory cell proportions possibly through inhibiting cell apoptosis. Given the crucial functions of secretory cell lineages and PGE_2_/EP4 signaling pathway to suppress colitis, our study has provided with an impactful evidence that links these two important regulators in control of the development of intestinal inflammation.

In addition to increased epithelial cell apoptosis, microarray analysis demonstrated that the deletion of epithelial EP4 enhanced immune and inflammatory responses. In agreement with the defect of mucosal barrier functions in EP4-deficient colons due to increased epithelial apoptosis and reduced secretory lineages, we observed greater immune cell infiltration in colonic stroma accompanied by upregulated expression of inflammatory cytokines in *EP4* cKO mice even though the mice were comparable to WT mice in gross appearance with normal gaining weight and life span under basal conditions. These findings suggest that epithelial EP4-deficient colons are predisposed to inflammatory phenotype. This latent inflammation of the mice with epithelial EP4-deficiency is manifested by the treatment with inflammatory stimuli such as DSS. Our observations are consistent with previous studies demonstrating that global *EP4* KO mice showed downregulated expression of genes associated with tissue defense, remodeling, and immunosuppression, and upregulated expression of genes induced by IFN-γ, and revealed severer inflammation when treated with DSS^9^. Thus, we for the first time demonstrated that intestinal epithelium deficient for EP4 is already in pre-inflammatory condition and epithelial EP4 loss alone is sufficient to induce this phenotype in mouse colons. Although further studies are required to determine the role of stromal EP4 in the intestines, it is highly likely that the preparatory status for inflammatory stimuli is associated with increased epithelial apoptosis in *EP4* cKO mice. Namely, epithelial cell apoptosis induced by EP4-deficiency, which causes defects in the intestinal barrier, might precede potential and imperceptible inflammatory status in the microenvironment. If so, it is also reasonable that *EP4* cKO mice are highly susceptible to DSS treatment. Previous studies indicated that global knockout of EP4 or administration with EP4 antagonists exacerbates DSS-induced colitis^9^. In those experiments, EP4 receptors were deleted or inhibited in both epithelial cells and stromal cells. In epithelial cells, activation of EP4 signaling promotes mucin and bicarbonate secretion from epithelial cells^13,14^. In stromal cells, activation of EP4 signaling suppresses cell proliferation and Th1 cytokine production of isolated lamina propria mononuclear cells^9^. In fact, EP receptors are expressed in naive CD4^+^ T cells^3^, and EP4 is one of the most abundant and potent EP receptors expressed in Th17 cells^2^. Our current findings indicated that EP4 is required for epithelial cell survival and that EP4 deletion in epithelial cells is involved in the initiation and/or maintenance of intestinal inflammation. These findings, together with the results of our bioinformatic analyses on human IBD datasets, may contribute to a better understanding of how EP4 exerts a protective effect in human IBD^10,20^.

In conclusion, our study is the first to demonstrate the latent and potential inflammatory status in the colons induced by epithelial-specific EP4 deletion under physiological conditions. Notably, disruption of epithelial EP4 signaling is sufficient to produce such a phenotype. These data provide us with a clue to understand the mechanisms underlying the maintenance of colon homeostasis.

## Materials and Methods

### Mice

*Villin-Cre* mice were obtained from Jackson Laboratories (#004586)^21^, and *EP4 flox* mice were generated as previously described^12^. Animals were housed under specific pathogen-free conditions at the Animal Facilities of Kyoto University. Eight-week-old mice were used. All experiments were approved by the animal research committee of Kyoto University and performed in accordance with Japanese government regulations.

### Histological analyses

Mouse colonic tissues were fixed with 4% buffered paraformaldehyde solution, paraffin-embedded, and sectioned (5 µm in thickness). Sections were deparaffinized, rehydrated, and stained with hematoxylin and eosin (H&E) or alcian blue. For immunohistochemistry, sections were incubated with primary antibodies for 2 h at room temperature, then with biotinylated secondary antibody for 1 h at room temperature; immunoperoxidase labeling was visualized with avidin/biotin complex (VECTASTAIN Elite ABC kit; Vector Laboratories, Burlingame, CA, USA), and sections were colored with diaminobenzidine substrate (Dako, Santa Clara, CA, USA) and counterstained with hematoxylin. For immunofluorescence, sections were incubated with primary antibodies for 2 h at room temperature and washed with PBS. Washed sections were incubated with fluorescent dye-conjugated secondary antibody (Invitrogen, Carlsbad, CA, USA) for 1 h at room temperature, stained with Hoechst dye for 10 min at room temperature, and embedded with 50% glycerol. For quantitative analyses, cell numbers were counted in at least five random high-power fields from three animals for each genotype. Primary antibodies used in this study were obtained from the indicated suppliers: rabbit anti-Dclk1 (ab31704, Abcam), rabbit anti-Chromogranin A (ab15160, Abcam), rat anti-Ki67 (652402, BioLegend), rabbit anti-Muc2 (SC15334, Santa Cruz), rabbit anti-cleaved Caspase 3 (9664S, Cell Signaling Technology), mouse anti-E-cadherin (610182, BD Transduction Laboratories), rabbit anti-F4/80 (ab6640, Abcam), rat anti-CD4 (14-0041-85, eBioscience), rat anti-Gr1 (14-5931-85, eBioscience), mouse anti-Ctnnb1 (610153 BD Biosciences), rat anti-CD8 (550281, eBioscience), and rabbit anti-EP4 (ab133170, Abcam). TUNEL staining was performed using *In Situ* Cell Death Detection Kit, TMR red (Roche).

### Colitis model and histological injury score

To analyze the severity of colitis, mice were sacrificed after seven-days administration of 2% DSS. The colon was divided into the proximal, middle, and distal portions. Histological injury was scored as described previously^20^. Two parameters were measured: the extent of inflammation (0, none; 1, slight; 2, moderate; 3, severe) and the extent of crypt damage (0, none; 1, the basal one-third portion damaged; 2, the basal two-thirds portion damaged; 3, the entire crypt damaged but the surface epithelium intact; 4, the entire crypt and epithelium lost). Each score was added to determine the severity of colitis.

### Colon crypt isolation

Colonic crypts were isolated according to the previous protocols^22^. In brief, excised colonic tissues were incubated in TrypLE™ Express Enzyme (1x) and phenol red (#12605036) for 30 min at 37 °C. After the incubation, epithelium was separated by vigorous shaking, and the remaining intestinal tissue was placed in a new tube for collection of subsequent fractions. After the isolation, crypt cells were pelleted, and passed through 100 µm cell strainers. Then, colonic crypts were collected for either spheroid culture or RNA analyses.

### Spheroid culture

Conditioned medium of L-cell line secreting Wnt3a, R-spondin3, and Noggin (L-WRN CM) was prepared as described previously^23^. L-WRN cells were purchased from ATCC (ATCC; CRL3276). Isolated crypts of the proximal colon were embedded in Matrigel (BD Biosciences). For spheroid culture of normal epithelium, 50% L-WRN CM supplemented with 5 µM Y-27632 (Tocris Bioscience) was added to each well. For EP4 antagonist experiment, spheroids generated from control (*Villin-Cre*) mice were treated with or without specific EP4-antagonist L161,982 (100 µM, Sigma) for 48 h and then analyzed.

### RNA extraction and analysis

Total RNA was subsequently extracted using the RNA mini Kit (Qiagen, Hilden, Germany). RNA was either processed for microarray or quantitative reverse-transcription polymerase chain reaction (qRT-PCR). Single-strand complementary DNA (cDNA) was synthesized using a Transcriptor First Strand cDNA Synthesis Kit (Roche Applied Science, Basel, Switzerland). qRT-PCR was performed using SYBR Green I Master (Roche Applied Science) and a Light Cycler 480 (Roche Applied Science). All reactions were performed in duplicate, and expression levels of mRNAs were normalized comparing to those of glyceraldehyde 3-phosphate dehydrogenase (GAPDH) mRNA. Primers were designed using the MGH primer bank, and primer sequences are described in Supplementary Table S1.

### Microarray analysis

Total RNAs from *Villin-Cre* and *Villin-Cre; EP4*^*flox/flox*^ mouse whole colon tissues (n = 3, respectively) were subjected to the SurePrint G3 Mouse GE v2 8 × 60 K Microarray (Agilent). Processed signal intensities were normalized by the global scaling method. A trimmed mean probe intensity was determined by removing 2% of the lower and the higher end of the probe intensities to calculate the scaling factor. Normalized signal intensities were then calculated from the target intensity on each array using this factor, such that the trimmed mean target intensity of each array was arbitrarily set to 2500. 

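With these scaled signals, 30126 probes were well above background on at least 1 array. Of them, 1203 had more than 2-fold higher signal on the array labelled EP4 cKO (787 measured on both arrays and 416 by a bound) and 2584 had more than 2-fold lower signal (1635 and 949), so that 31.8% of the probes past 2-fold were higher. This share depended on the scaling. It was 43.7% with the 75th percentile, 41.9% with the trimmed mean over all spots, 55.4% after normexp with quantile normalization and 60.5% after loess. Among the settings, the count of lower probes moved most when dim probes were kept at their own signal, with 2392 probes higher and 22072 lower, and the count of higher probes with scaling to the E1A control spots, with 11159 higher and 737 lower, a setting chosen after seeing the data.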

Data were analyzed to identify gene probes that showed more than a two-fold change. The accession number for the complete microarray data reported in this paper is GEO: GSE 135859.

### Bioinformatic analysis

KEGG and GO analyses on mouse microarray data (see above “Microarray analysis”) was performed by uploading the data to DAVID. Gene Set Enrichment Analysis (GSEA) was performed using GSEA 3.0 software (http://www.broadinstitute.org/gsea/index.jsp) with 1000 gene-set permutations using the signal-to-noise gene-ranking metric with the collections h.all.v6.1.symbols (H), c2.all.v6.1.symbols (C2), or c5.all.v6.1.symbols (C5). Raw gene expression data inflammatory bowel disease sample datasets (GSE36807, GSE38713, and GSE13367) were directly accessed through the GEO (https://www.ncbi.nlm.nih.gov/geo/).

### Electron microscope

The mouse colon tissues were placed in 4% paraformaldehyde with 2% glutaraldehyde for a minimum of 12 h, and cut into 1 mm thick coronal sections. Next, sections were post-fixed in 1.0% osmium tetraoxide in 100 mM phosphate buffer, pH 7.4, for 2 h at room temperature, and dehydrated in a series of graded ethanol solutions. After immersion in propylene oxide, samples were immersed in a mixture (1:1) of propylene oxide and Epon812 (LUVEAC-812, Nacalai Tesque, Japan) for 1.5 h. Samples were then immersed in a mixture (1:3) of propylene oxide and Epon812 for 1.5 h and finally immersed in only Epon812 for 12 h. After immersion, samples were embedded in Epon812 resin according to the inverted beam capsule procedure and polymerized at 60 °C for 3 days. The tissue samples were cut into ultrathin sections (70 nm) on an EM UC6 ultramicrotome (Leica, Germany). The ultrathin sections were examined with an H7650 electron microscope (Hitachi, Japan).

### Colonoscopy procedures

To analyze the severity of colitis in the mouse colon, we used a high-resolution miniaturized endoscopic system^24–26^. This system is composed of a miniature rigid endoscope, a xenon light source, a triple chip high resolution CCD camera, and an operating sheath with 3 Fr. instrument channel and water injection bulb to regulate inflation of the mouse colon (all from Karl Storz). Endoscopic images were viewed with high resolution on a flat panel color monitor.

### Statistical analysis

All values are presented as mean ± SEM. Significant differences between groups were determined using a Student’s t test (two-tailed unpaired) when the data met the normal distribution tested by D’Agostino test. If the data did not meet this test, a Mann-Whitney test was used. The significance level for statistical testing was set at *P* < 0.05.

## Supplementary information

Supplementary Information

# Supplementary material for: Epithelial EP4 plays an essential role in maintaining homeostasis in colon
**Source:** Sci Rep. 2019 Oct 23;9:15244. doi: 10.1038/s41598-019-51639-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Epithelial EP4 plays an essential role in maintaining homeostasis in colon**

**Running title: Loss of epithelial EP4 drives inflammatory phenotype in colon**

Yoshihide Matsumoto, Yuki Nakanishi, Takuto Yoshioka, Yuichi Yamaga, Tomonori Masuda, Yuichi Fukunaga, Makoto Sono, Takaaki Yoshikawa, Munemasa Nagao, Osamu Araki, Satoshi Ogawa, Norihiro Goto, Yukiko Hiramatsu, Richard M. Breyer, Akihisa Fukuda, Hiroshi Seno

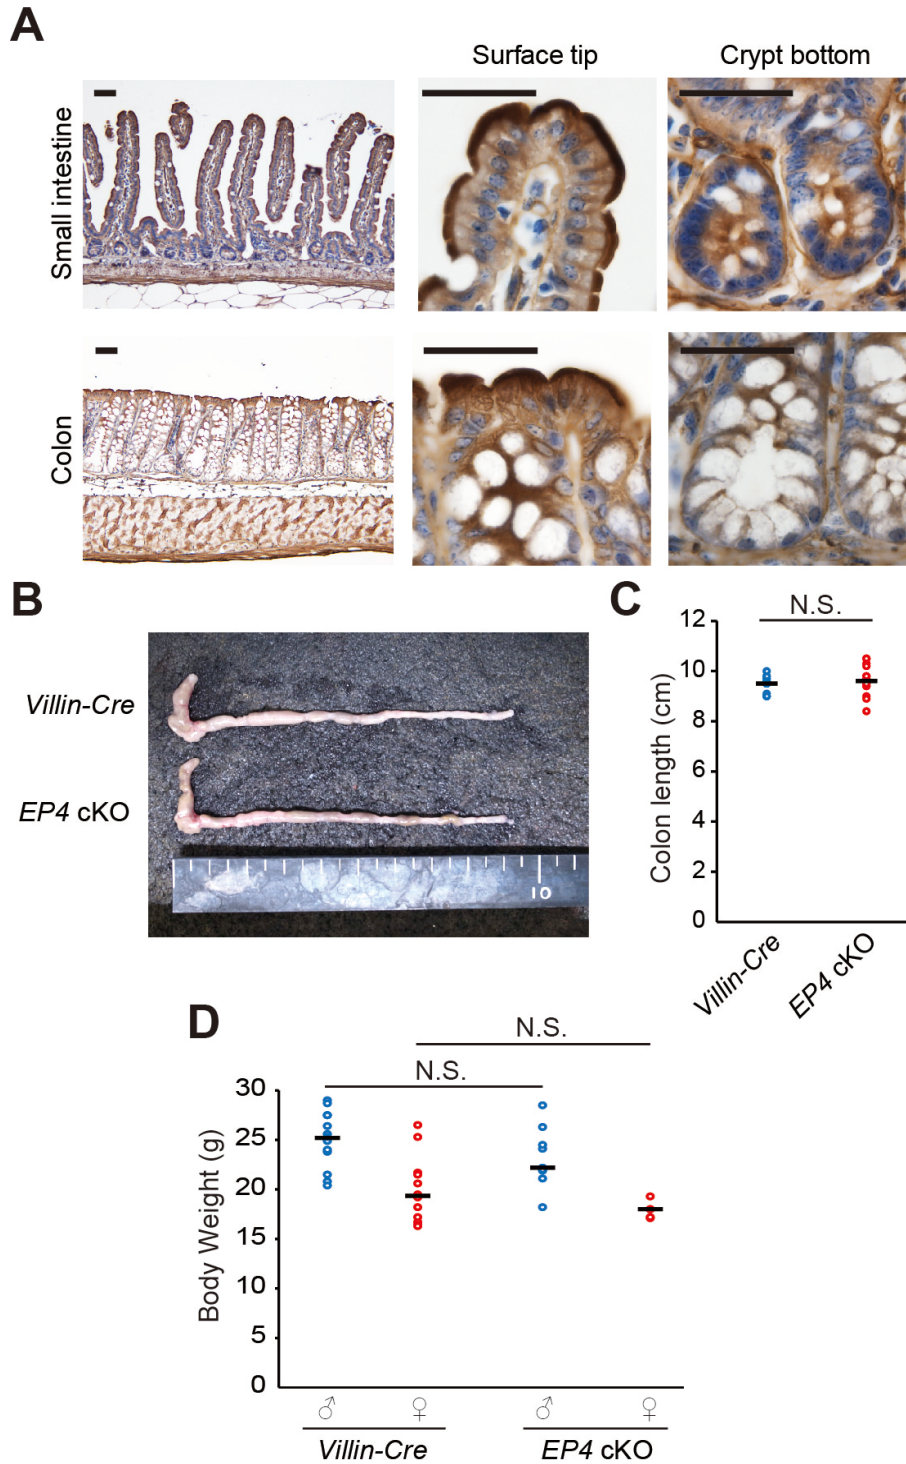

**Figure S1. *EP4* cKO mice did not show significant alteration macroscopically.** (A) EP4 staining of *Villin-Cre* mouse colons. Scale bars=50  $\mu$ m. (B) Representative macroscopic view of the colon of *Villin-Cre* and *EP4* cKO mice. (C) Colon length of *Villin-Cre* (n = 14) and *EP4* cKO mice (n = 17). (D) Body weight of *Villin-Cre* (n: male = 14, female = 12) and *EP4* cKO mice (n: male = 9, female = 5). N.S.: not significant.

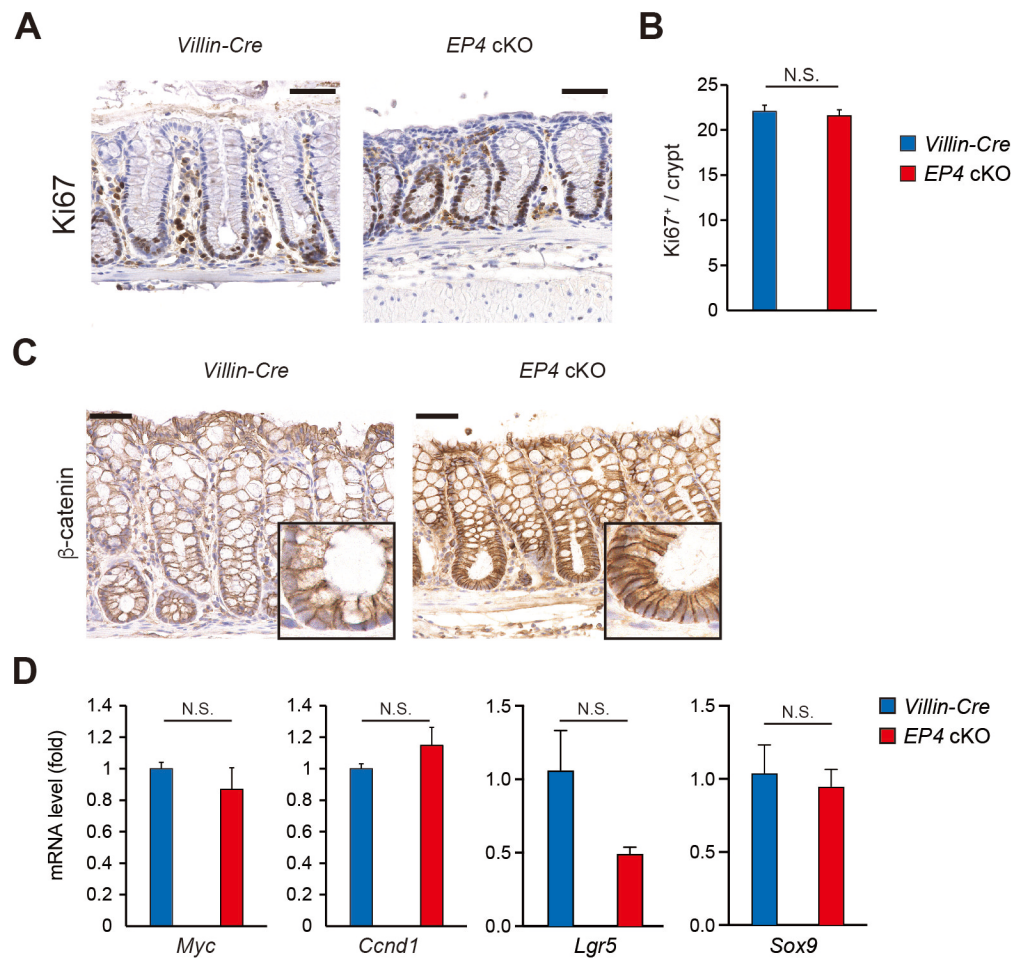

**Figure S2. Proliferative status was not changed in *EP4* cKO mice.** (A) Ki67 staining of *Villin-Cre* and *EP4* cKO mouse colons. Scale bars=50  $\mu$ m. (B) Quantification of Ki67<sup>+</sup> cells to crypt in *Villin-Cre* and *EP4* cKO colons (n = 3). (C)  $\beta$ -catenin staining of *Villin-Cre* and *EP4* cKO mice. Scale bars=50  $\mu$ m. (D) mRNA expression levels of indicated genes in *Villin-Cre* and *EP4* cKO mice (n = 3 or 4) analyzed by qRT-PCR. Results are shown as mean  $\pm$  SEM. N.S.: not significant.

**Table S1: Primer sequence used for qRT-PCR analysis**

|               |                         |                         |
|---------------|-------------------------|-------------------------|
| EP4           | CCATTCCCGCAGTGATGTTCA   | TGCGCGACTTGCACAATACTA   |
| Muc2          | TCCAGGTCTCGACATTAGCAG   | GTGCTGAGAGTTTGCGTGTCT   |
| ChromoglaninA | CAGGGACACTATGGAGAAGAGA  | GGTGATTGGGTATTGGTGGCT   |
| Dclk1         | AGGGTGGAGACCTTTTCGAT    | CAGGCTGTGCAGGTATTTGA    |
| Bak           | CAGCTTGCTCTCATCGGAGAT   | GGTGAAGAGTTCGTAGGCATTC  |
| Bid           | GCCGAGCACATCACAGACC     | TGGCAATGTTGTGGATGATTTCT |
| Bim           | TCGTCCATCGAGGATGACTTC   | TGCAGAGAGAGGATACTGTAGAC |
| Bax           | TGAAGACAGGGGCCTTTTGT    | AATTCGCCGGAGACACTCG     |
| Bad           | TGAGCCGAGTGAGCAGGAA     | GCCTCCATGATGACTGTTGGT   |
| Noxa          | CGAGCCCTGGCCTATATGATA   | GGGTCCTTTGTAGCTGCTCC    |
| Bcl2          | GGGAGAACAGGGTATGATAACCG | TAGCCCCTCTGTGACAGCTTA   |
| F4/80         | TGACTCACCTTGTGGTCCTAA   | CTTCCCAGAATCCAGTCTTTCC  |
| CD4           | AGGTGATGGGACCTACCTCTC   | GGGGCCACCACTTGAACCTAC   |
| CD8a          | CCGTTGACCCGCTTTCTGT     | CGGCGTCCATTTTCTTTGGAA   |
| Gr-1          | GACTTCCTGCAACACAACCTACC | ACAGCATTACCAGTGATCTCAGT |
| IL6           | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC   |
| IL1 $\alpha$  | CTGATGAAGCTCGTCAGGCAG   | TGGTGCTGAGATAGTGTTTGTC  |
| IL12          | ACTCTGCGCCAGAAACCTC     | CACCCTGTTGATGGTCACGAC   |
| IL18          | GACTCTTGCGTCAACTTCAAGG  | CAGGCTGTCTTTTGTCAACGA   |
| IL23 $\alpha$ | AGCAACTTCACACCTCCCTAC   | ACTGCTGACTAGAACTCAGGC   |
| Cxcl1         | CTGGGATTACCTCAAGAACATC  | CAGGGTCAAGGCAAGCCTC     |
| Ccl2          | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTACGGGT  |
| Cxcl10        | CCAAGTGCTGCCGTCATTTTC   | GGCTCGCAGGGATGATTTCAA   |
| Cxcl11        | TGTAATTTACCCGAGTAACGGC  | CACCTTTGTCGTTTATGAGCCTT |
| ICAM1         | GTGATGCTCAGGTATCCATCCA  | CACAGTTCTCAAAGCACAGCG   |
| Myc           | TCTCCATCCTATGTTGCGGTC   | TCCAAGTAACTCGGTCATCATCT |
| Ccnd1         | CAGAAGTGCGAAGAGGAGGTC   | TCATCTTAGAGGCCACGAACAT  |
| Lgr5          | TCCTAGAAGAGTTACGTCTTGCT | CCTTGGGAATGTGTGTCAAAGC  |
| Sox9          | AGTACCCGCATCTGCACAAC    | ACGAAGGGTCTCTTCTCGCT    |

**Table S2: Twenty nine common genes between 92 IBD-associated gene panel [21] and altered genes in EP4-deficient colon (Log2-scale >1)**

|        |
|--------|
| Il21   |
| Ptpn22 |
| Gata3  |
| Klrl1  |
| Cxcr3  |
| Nod2   |
| Ccl4   |
| Cd4    |
| Cd86   |
| Tnf    |
| Cd44   |
| Col1a2 |
| Ltf    |
| Il33   |
| Ccl2   |
| Vwf    |
| Isg15  |
| Stat1  |
| Icam1  |
| C3     |
| S100a8 |
| Mmp7   |
| Cxcl10 |
| Cxcl9  |
| Cd55   |
| S100a9 |
| Il1b   |
| Nos2   |
| Lcn2   |

How the deposited data were processed for this re-analysis (not part of the article)

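Gene expression was measured in RNA of whole colon from Villin-Cre and EP4 cKO mice on 2 Agilent mouse expression arrays, 1 per genotype, labelled with Cy3 and scanned together. Each sample was mapped to its genotype from its labels and the methods. By the labels the RNA of each array was combined from 3 pools of colon. The paper gives n = 3, and no other array was analysed here.

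The authors deposited the output of the scanner software (Feature Extraction 12.0.3.1). The intensity used here is the processed signal of each spot, from which the software had subtracted the background, removed spatial trends and replaced low values by a small positive one. The authors' scaling to a trimmed mean of 2500 is not included in these deposited intensities and was repeated here. The flags for control spots, outlier spots, saturation and signal well above background were used as deposited.

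From these values, spots of control probes and spots marked as outliers on either array (147 on the Villin-Cre array and 126 on the EP4 cKO array) were left out, and the spots of a probe were averaged. 300 probes had 10 spots and 56305 had 1. The trimmed mean without 2% of the probes at each end was 724 for Villin-Cre and 931 for EP4 cKO before scaling. The log2 ratio, its bounds for dim probes and the choice of the brightest probe per gene are described beside the first result. Over the probes well above background on at least 1 array, 24734 were so on both, 4443 on the EP4 cKO array only and 949 on the Villin-Cre array only. Of the 4443, 2990 had a bound that did not exceed 1 and were counted at a log2 ratio of 0. Signal over background limits what can be seen: probes below the floor of an array give no fold. The number of arrays limits the precision, and no spread between mice can be given.

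Probes were named by matching their RefSeq accession, without version, to a table of genes of the assembly GRCm38.p6; 32989 of 56593 probes (58.3%) matched, giving 22909 genes. The grid of the arrays refers to an older assembly, so no coordinate is given. Probes that did not match were used for scaling and for the counts of probes but not for genes.

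With 1 array per genotype no test was made, no sample could be left out and no p-value is given. Gene lists (46 set by hand and 30 mouse Reactome sets of the fgsea package) were described by the median log2 ratio of their genes with a value (at least 3), given as a percentile among 10000 random lists matched in 20 bins of mean signal. The enrichment score is the weighted running sum of GSEA on genes ranked by log2 ratio, divided by the mean of the scores with the same sign among 1000 random sets. The ranking by signal-to-noise that GSEA uses for several samples per group could not be made. The genes named are all genes of Table S2 and of the qRT-PCR, Ptger4, the 5 largest rises and falls among genes with a symbol that is not only a clone number and whose probes well above background are so on both arrays and move the same way, and at each list up to 5 genes with the largest changes in the direction of its median. 3 lists (pancreas and the genes of the X and Y chromosomes) had fewer than 3 genes with a value and got no percentile. Any other gene was singled out after its values were seen, such as the smallest change of a list, Casp12 and Isg20.

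The alternatives chosen before the data were examined were scaling to the 75th percentile, normexp background correction (offset 50) with quantile normalization, loess on mean signal (span 0.3), a trimmed mean over all spots, probes well above background on both arrays, no filter on dim probes, thresholds of 3-fold and 1.5-fold, the mean of all probes of a gene, and random lists not matched on signal. The lists, sets and naming rule were also fixed then. Normexp was to be run on the mean signal of each spot. That column was not used here, and the median signal took its place. Scaling to the E1A control spots, one floor for both arrays, any probe of a Table S2 gene without a filter, and loess over genes well above background on both arrays were added after seeing the data.

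The probe steps were tested on simulated data made from the signals of the Villin-Cre array, with noise of 0.1 on the log2 scale and 200 of 25683 probes changed. All 200 were recovered past 2-fold and 0 unchanged probes were called, with and without loess. The changes were set well past 2-fold on bright probes, without a trend with signal, so that this checks the code and not these arrays. The list steps were run on the measured ratios of the 2 arrays. Of 200 random lists of 20 genes, drawn from 14669 genes, 6% lay outside the percentiles used, a share near that fixed by construction. Of 50 lists raised by 0.5, 100% lay above them.

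Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and fgsea 1.28.0 (for its gene sets) were used. The qRT-PCR, staining, spheroid, colitis and human datasets of the paper and the gene sets of KEGG, gene ontology and MSigDB were not analysed here. The values of some single genes are not reported here.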

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

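The tests in this part were all chosen only after the result was seen, apart from that of the time of day on the nuclear receptor list. With 1 array per genotype, each pattern is a difference between 2 hybridizations, and differences between the pooled mice other than the genotype, such as sex or the time of day of collection, stay open.

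Genes of the antimicrobial defense of the epithelium, most of which the paper does not discuss, were higher on the array labelled EP4 cKO. The list of 23 genes had a median log2 ratio of 1.84 over 18 genes, above every matched random list, with 12 genes more than 2-fold higher and none lower by that much. Ang4 rose by 7.28, Itln1 by 3.79, Duoxa2 by 3.33 and Slpi by 3.14. Retnlb, chosen after its values were seen, was at least 2197-fold higher, whereas Lypd8 (-0.35) and Zg16 (-0.23) fell. Of the 23 genes, 3 (Nos2, Lcn2 and Ltf) are also in Table S2 and 3 in the goblet cell list. Dim probes held at a bound were argued against by the median over genes well above background on both arrays, 1.55, a trend of the ratio with signal by the median after loess over these genes, 1.62, and probes shared between near-identical genes by the median without the angiogenin, intelectin and serum amyloid genes, 1.82. A hypothesis that stays open is that the epithelium of the EP4 cKO mice may make more of these proteins. A difference in microbes or housing between the pools stays open too, and no value here bears on it.

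Mast cell markers, which the paper does not report, were higher on the array labelled EP4 cKO, with a median log2 ratio of 0.98 over 10 of 12 genes, above every matched random list. Mcpt4 rose by 6.06 and, of the genes chosen after their values were seen, Mcpt1 was at least 78.9-fold and Mcpt2 at least 11.3-fold higher, while Kit fell by 0.71 on the log2 scale. The median without the mast cell proteases and tryptases was 0.73 over 5 genes, 1 of them more than 2-fold higher. This argues against probes shared between near-identical proteases as the whole of it. Dim probes held at a bound were argued against too. Such a bound can only shrink a rise, and the median was 2.85 with dim probes kept at their own signal. Over the 3 genes well above background on both arrays it was 1.05, at the 99.5th percentile. That is the value of 1 gene, the protease Cma1, so that it adds little. A trend of the ratio with signal stays open for the list as a whole. Over these 3 genes the median after loess was 1.23, at the 99.7th percentile, again the value of Cma1. A candidate explanation is more mast cells in the EP4 cKO colon, for which no count of cells was analysed here.

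Clock genes that peak in one phase of the day, which the paper does not discuss, were higher on the array labelled EP4 cKO, with a median log2 ratio of 1.26 over 11 genes, above every matched random list. Dbp rose by 2.35, Per2 by 2.09, Usp2 by 1.91 and Tef by 1.53, whereas Bhlhe41 and Hlf, chosen after their values were seen, fell (-4.92 and -2.05, both bounds). Over genes well above background on both arrays the median after loess was 1.52, which argues against a trend of the ratio with signal. The 5 genes of the opposite phase had a median of -0.69. This is what a different time of day of tissue collection could give, and also what a shift of the clock by the genotype could give. These cannot be told apart, because no time of collection is given for the arrays in the labels. The opposite phase lay at the 3.56th percentile, within the random lists, and below them over genes well above background on both arrays (median -0.78, 2.12th percentile), so that the test does not settle whether the time of day bears on the nuclear receptor list, which shares Nr1d1 and Nr1d2 with the first clock list.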

How the results depend on the processing

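The tests with the E1A control spots, one floor for both arrays, any probe without a filter and loess over genes well above background on both arrays were chosen only after the result was seen. No paired analysis was possible because there was 1 array per genotype and no replicate number. With 1 array each, leaving out a sample was not possible. Where a result moved, the cause was not tested unless it is given.

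The number of gene probes more than 2-fold higher on the array labelled EP4 cKO was 1203, and 2584 were lower. With loess they were 2120 and 1387, with both arrays well above background 787 and 1635, with no filter on dim probes 2392 and 22072, with the 3-fold threshold 509 and 1172, with the 1.5-fold threshold 2600 and 5890, and with the E1A scaling 11159 and 737. With normexp the lower probes were 754, against 938 higher. With the 75th percentile (1594 and 2051), the trimmed mean over all spots (1532 and 2125) and one floor for both arrays (1203 and 1853) both counts stayed within 1.5 times. More probes were lower than higher except with normexp, loess and the E1A scaling. The filters change the number of probes by construction. The count of Table S2 genes past 2-fold was 16, with both arrays well above background 9 and with the 3-fold threshold 10, and it stayed between 15 and 24 in the other settings.

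Of the lists at the claims, the core apoptosis list came to stand above the random lists with normexp (98.4th percentile) and loess (98.5), as did arachidonic acid metabolism (99.0 and 98.1), Fc gamma receptor phagocytosis (99.5 and 99.3, also 98.9 with no filter and 99.9 with the mean of all probes) and Cell junction organization (99.2 and 99.8, also 99.7 with both arrays well above background and 99.1 with the mean of all probes). Cytokines and receptors did so with loess (99.2). TNF signaling (83.9) and Collagen formation (7.31) no longer stood apart with both arrays well above background, nor did complement with no filter (93.7). Lists that came to stand below were cell adhesion with no filter (1.64), Assembly of collagen fibrils with the mean of all probes (2.36) and microtubule motors without matching on signal (0.75). The smooth muscle list changed from above to below with no filter (1.86) and was within the random lists with the mean of all probes (91.2). Of the other lists, goblet cell genes no longer stood above with both arrays well above background (96.3) and the mean of all probes (96.55), Wnt targets and stem cell genes no longer stood below with normexp (3.545), and Cell Cycle no longer did with normexp (17.3), loess (6.40) and the mean of all probes (2.59). Tuft cell genes came to stand above with no filter (99.9) and the mean of all probes (97.6), B cell genes (97.7) and neutrophil genes (99.1) with loess, and plasma cell genes without matching on signal (97.75). Early response genes came to stand below with normexp (0.96), loess (2.09) and the mean of all probes (1.16), as did clock genes of the opposite phase with both arrays well above background (2.12). Loess also moves genes held at 0. After loess over genes well above background on both arrays, core apoptosis (98.3), arachidonic acid metabolism (97.7), Fc gamma receptor phagocytosis (99.5), Cell junction organization (99.9) and plasma cell genes (98.1) lay above the random lists and the opposite clock phase (2.30) and early response genes (2.23) below, while cytokines and receptors (90.9) and neutrophil genes (42.9) lay within them and B cell genes had too few such genes. TNF signaling (96.65), Collagen formation (9.98), goblet cell (95.2), Wnt and stem cell (2.56) and Cell Cycle (3.84) genes then lay within them too. Lists that lay apart in each setting still moved in size, such as the collagen fibril list (-1.69, and -0.68 with normexp) and the fibroblast list (-4.31, and -2.12 with normexp). The 75th percentile and the trimmed mean over all spots changed no call of a list at a claim, which shifts of every ratio alike cannot do except through the bounds.

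Enrichment scores moved by more than the spread over random sets with loess for Apoptosis (1.64), Regulation of Apoptosis (1.58), class I MHC loading (2.18), Cytokine Signaling (2.33) and Interferon gamma signaling (2.59), and with both arrays well above background for chemokine receptors (1.72), Cytokine Signaling (2.70), Interferon gamma signaling (3.09), Assembly of collagen fibrils (-1.42), Collagen formation (-1.605), Integrin interactions (-1.23) and Cell junction organization (1.52). Signs reversed with both arrays well above background for arachidonic acid metabolism (-0.69), mRNA Splicing (0.70) and Circadian Clock (1.28), and with loess for Circadian Clock (0.94) and Olfactory Signaling (1.05). The E1A scaling raised every log2 ratio by 1.05, so that small falls change sign under it by construction, and it is left aside here. Under the other settings no called gene among those named reversed, and normexp brought 34 of them to within 2-fold. Uncalled genes whose sign flipped under one of the other scalings were Ptger4 (its brighter probe), Bcl2, Card6, Klc3, Lep, Muc2, Myc, Pecam1, Plvap and Rictor. Signal over background limits the rest, since no fold can be given for the 26467 probes not well above background on either array.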

Differences from the paper's values

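The tests with the E1A control spots, with any probe of a gene and with loess over genes well above background on both arrays were chosen only after the result was seen.

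The paper gives 29 genes of the IBD panel with altered expression, and 16 of them were more than 2-fold changed here. Of the 29 names, 28 could be matched to a gene. The floor for dim probes and the brightest probe per gene are rules set here, and the paper states neither. Of the alternatives set before the data were examined, loess and no filter on dim probes (21 each) came within 1.5 times of the paper's number, and the 75th percentile (18), normexp with quantile normalization (15), the trimmed mean over all spots (18), both arrays well above background (9), the 3-fold (10) and 1.5-fold (19) thresholds and the mean of all probes (16) did not. Scaling to the E1A control spots, and any probe of a gene with no filter, gave 24 each, and both were chosen after seeing the values. The latter uses neither of the rules set here, and is the nearest to the paper's methods, which name only gene probes past 2-fold.

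For Regulation of Apoptosis the paper's normalized enrichment score is about 1.7 in Fig. 4A, read by eye, and the score of the Reactome set here was 1.99. With loess it was 1.58, which is not past the limit for a difference, and with both arrays well above background 2.15, which is. For Apoptosis the paper's score is about 1.7 in Fig. 4A, read by eye, and 1.88 here, with loess 1.64, not past the limit, and with both arrays well above background 2.04, past it. The gene sets are not the same versions as the paper's.

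The paper names Cd4, Tnf, Icam1, Gata3, Ccl4, Il21 and Cd86 among the changed genes of the panel. Here Cd4 had a log2 ratio of 0.18, Tnf 0.01, Gata3 at least 0.25 and Ccl4 at least 0.65, Il21 and Cd86 had no fold above 1 and Icam1 was not well above background on either array. With loess Gata3 (1.02) and Ccl4 (1.33) passed 2-fold, and with no filter on dim probes Ccl4 (1.34), Il21 (1.16) and Cd86 (2.11) did. A dimmer probe of Tnf (at least 1.06) and, in the other direction, of Cd4 (-1.31, a bound) passed it, although the brightest probe stands for the gene, and with any probe of a gene and no filter, a setting chosen after seeing the values, they had 2.19 and -1.93. With scaling to the E1A control spots, also chosen after seeing the values, Cd4 (1.23), Tnf (1.07), Gata3 (1.31) and Ccl4 passed it, and Icam1 passed it in no setting. Of the genes listed only in Table S2, Cd44 (0.96) and Cxcr3 (0.89) passed 2-fold with the 75th percentile (1.12 and 1.05), loess (1.21 and 1.29) and the trimmed mean over all spots (1.10 and 1.02), Ptpn22 (0.46) with loess (1.19) and no filter (1.18), and Mmp7 with no filter (1.21). Vwf (0.07) passed it with the E1A scaling alone (1.12), a setting chosen after seeing the values, under which Cd44, Cxcr3 and Ptpn22 passed it too. The setting with any probe and no filter also counts Cd44, through a probe not well above background on either array.

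The paper lists apoptosis among the enriched KEGG pathways. The core apoptosis list set by hand lay within the random lists (93.3th percentile) and above them with normexp (98.4), loess (98.5) and loess over genes well above background on both arrays (98.3), the last chosen after seeing the values.

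The paper states that cell adhesion and microtubule-based movement were suppressed. The cell adhesion list lay within the random lists (32.2th percentile), and below them with no filter on dim probes (1.64). The microtubule motor list also lay within them (3.15th percentile), and below them without matching on signal (0.75), while the Reactome set Kinesins lay below (0.17). The paper also reports fewer goblet and tuft cells by staining. Here the goblet (median 0.35, 99.3th percentile) and tuft cell (0.01, 95.1th) lists were not lower, in RNA of whole colon that counts no cells. The paper gives n = 3 for each genotype, and 1 array per genotype was analysed here.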

Other observations

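The tests on fibroblast, hemoglobin, cell adhesion, apoptosis and enteroendocrine genes, on the share of lower probes and on exchanged arrays were chosen only after the result was seen, as were those with loess and those on the smaller of the immune rises. The other tests on the immune lists and those on the muscle layer, on sex, on the dimmer Ptger4 probe and on the genes near Ptger4 were not.

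Ptger4 was not clearly lower on the array labelled EP4 cKO, with -0.14 for the brighter and 0.59 for the dimmer probe. A probe outside the deleted exon could give this, as could Ptger4 in cells other than the epithelium or an exchange of the arrays. The positions of the probes were not analysed here and no partner sample exists, so these explanations cannot be told apart. The paper reports the deletion from qRT-PCR on isolated crypts, which is another RNA than the whole colon RNA of these arrays. Of 12 other genes near Ptger4 with a value, 2 (16.7%) were past 2-fold, against 12.7% of all genes, too few genes to tell whether DNA of the embryonic stem cells around the locus differs.

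The immune and interferon lists were higher on the array labelled EP4 cKO. More lymphoid tissue in that sample was argued against as the whole of the interferon rise. The highest median of the B, T and plasma cell lists was 0.42, against 2.60 for the interferon-stimulated genes. The cytotoxic cell list, left out of this test, had 0.69, above every random list but also far below 2.60. The T cell list did stand above the random lists (median 0.23, 99.6th percentile), so that for the smaller rises of the chemokine (0.71, and 0.32 over genes well above background on both arrays), phagocyte (0.61 and 0.62) and TNF (0.35 and -0.01) lists more lymphoid cells stay open. Less muscle layer was argued against as the whole of the interferon rise, since it would raise epithelial genes by as much, and the highest median of the epithelial, colonocyte and goblet cell lists was 0.49. For the smaller rises it stays open, because the muscle genes do not decide. Of the 18 genes of the smooth muscle list, 7 were not well above background on either array, 3 of the 11 with a value were more than 2-fold lower, and the list lay above the random lists with its median of 0.38 but below them (1.86th percentile) with dim probes kept. The scaling was argued against by a median of -0.11 of the random lists matched to the interferon-stimulated list, and a trend of the ratio with signal, for 8 of the 9 lists tested, by percentiles of at least 99.97 after loess over genes well above background on both arrays. For the TNF list, at the 96.65th percentile, such a trend stays open. Of the 30 interferon-gamma genes, 5 are also in the antigen presentation list and 1 in the interferon-stimulated list. Dim probes held at a bound leave a median of 1.88 for the interferon-stimulated genes measured on both arrays. None of these technical explanations thus accounts for the whole of the interferon rise, and a response to interferon in the colon of the array labelled EP4 cKO is a hypothesis. Its direction rests on the labels of the arrays.

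Whether the pools differed in sex stays open. The Y-linked genes Eif2s3y (-0.77) and Kdm5d (-1.67) fell. Xist, at -0.40, did not move the other way, but it was dim, and probes in its 10% of mean signal had a median of -0.24, so that its fall decides nothing. The Y-linked genes Ddx3y and Uty were not well above background on either array.

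Fibroblast and collagen genes were much lower on the array labelled EP4 cKO. The fibroblast list, which shares 6 of its 16 genes with the collagen list, had a median of -4.31 over 11 genes (-2.12 after normexp with quantile normalization), with Pi16 at -4.49. Bounds were argued against by the median over genes well above background on both arrays (-3.005), and fat or mesentery in the Villin-Cre sample by 9 of 12 adipocyte genes not being well above background on either array. Less muscle layer stays open for this fall. As a set, the 9 smooth muscle genes well above background on both arrays did not fall with it (median 0.61). The Reactome set Smooth Muscle Contraction (22 genes) had 0.44, above every random list. But 7 of the 18 listed genes were not well above background on either array, and 3 of the 11 with a value were more than 2-fold lower. With dim probes kept, the list lay below the random lists (1.86th percentile), so that the muscle genes do not decide. Less of the other non-epithelial tissue stays open, since the T cell list (0.23) can rise by itself. The enteric nervous (-0.48) and endothelial (0.00) lists fell far less than the fibroblast list, but 11 of 18 and 9 of 14 of their genes were not well above background on either array. Hemoglobin genes fell too, with a median of -4.67 over 4 genes. More blood in the Villin-Cre sample could give this, and the neutrophil list (68.3th percentile) was too dim to tell. In RNA described as whole colon, Myh11 was not well above background on either array and Des had no fold above 1 (both chosen after their values were seen).

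The Regulation of Apoptosis set owes its place to proteasome genes. Without the 42 of its 47 genes that are proteasome genes, 5 remained, with a median of -0.11 at the 32.3th percentile and a score of -0.80. The 42 proteasome genes had a median of 0.30. The Apoptosis set without its 42 lay at the 98.5th percentile with a median of 0.01 and a score of 1.58, which argues against proteasome genes as the whole of that result. The median of the housekeeping list, 0.25 (99.6th percentile), was as large as those of the apoptosis sets.

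The cell adhesion list fell only where dim probes were kept. This is consistent with the lower background of the EP4 cKO array, since over genes well above background on both arrays it lay at the 50.9th percentile. Whether the excess of lower over higher probes comes from the global scaling stays open. With the 75th percentile, another global factor, 43.7% of the called probes were higher, and with the E1A scaling 93.8%, and no value here says which scale is right. Loess centres the ratios at every signal, so that its share decides nothing. Unequal floors of the arrays were argued against as the whole of it, since with one floor 39.4% were higher.

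Enteroendocrine genes, among which the paper reports a fall of Chga in qRT-PCR, had a median of -0.83 over 15 genes (0.02th percentile). Chga was at -1.53, Scg3 at -1.44 and Neurod1 at -1.35. After normexp with quantile normalization the median was -0.45. The falls of Scg3 (-0.48) and Neurod1 (-0.66) came within 2-fold under another scaling, while the smallest fall of Chga was -1.37, the E1A scaling left aside. Bounds were argued against by the median over genes well above background on both arrays (-0.85) and a trend of the ratio with signal by the median after loess over these genes (-0.59). The paper also reports fewer enteroendocrine cells by staining for chromogranin A. The arrays count no cells, so that fewer such cells as the source of the lower list is a hypothesis.

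Of the other cell type lists, colonocyte genes had a median of 0.49 (100th percentile, with Emp1 at 4.51, Slc9a3 at 3.49 and Krt20 at 1.801), goblet cell genes 0.35 (99.3th), tuft cell genes 0.01 (95.1th), epithelial genes 0.08 (80.8th), cytotoxic cell genes 0.69 (100th, with Gzma at 3.60), macrophage genes 0.00 (81.3th), B cell genes 0.26 (96.2th), plasma cell genes 0.42 (96.1th), endothelial genes 0.00 (68.9th), enteric nervous genes -0.48 (8.32th) and adipocyte genes 0.50 (96.5th, over 3 genes). Wnt targets and stem cell genes had -0.44 (0.66th), with Lgr5 at -1.09, and early response genes -0.32 (2.99th), with Hspa1a at -3.42 and Hspa1b at -3.10. The genes near Ptger4 had 0.07 (93.7th). The goblet and tuft cell lists thus did not show the fall in these cells that the paper reports from staining.

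Of 71 lists and sets, 28 stood above the random lists and 9 below, and so did 2 and 2 of the 8 meant as comparisons. Among these, Smooth Muscle Contraction lay at 100 and Translation at 0 (median -0.24), Cell Cycle at 0.51, mRNA Splicing at 60.5, respiratory electron transport at 62.3, Circadian Clock at 49.3 and Olfactory Signaling at 58.1. Of 77 olfactory genes with a value, 16 (20.8%) were more than 2-fold lower and 2 (2.60%) higher. A list standing apart is thus common between these arrays.

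Of the genes of the qRT-PCR, the paper reports rises of Bak1, Bid, Bcl2l11 and Bax in isolated crypts. In whole colon on these arrays, their brightest probes had 0.70, 0.27, 0.11 and -0.52. A dimmer probe had -0.11 for Bcl2l11 and -0.03 for Bax. Bcl2, for which it reports a fall in crypts, had -0.07, and -0.34 by a dimmer probe. The brightest probe of Bcl2 changed sign under a scaling other than the E1A scaling. So did those of Myc (-0.11) and Muc2 (-0.06), the latter a gene for which the paper reports fewer expressing cells. Dclk1, for which it reports a fall in crypts, was not well above background on the array labelled Villin-Cre, and its brightest probe had a log2 ratio of at least 0.02 and the next at least 0.13 (1.63 with dim probes kept), while its other probes were not well above background on either array. Bad had -0.28, Pmaip1 1.18, Il18 -1.498, Ccnd1 0.26, Sox9 -0.67 and Cxcl1 at least 0.62. Cd8a, for which the paper reports a rise, had no fold above 1, nor had Il1a (1.79 with dim probes kept). Il6, Il12b, Il23a and Adgre1 were not well above background on either array.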
